# A transcriptomic taxonomy of *Drosophila* circadian neurons around the clock

**DOI:** 10.7554/eLife.63056

**Published:** 2021-01-13

**Authors:** Dingbang Ma, Dariusz Przybylski, Katharine C Abruzzi, Matthias Schlichting, Qunlong Li, Xi Long, Michael Rosbash

**Keywords:** *Drosophila*, circadian rhythms, single cell RNA sequencing, *D. melanogaster*

## Abstract

Many different functions are regulated by circadian rhythms, including those orchestrated by discrete clock neurons within animal brains. To comprehensively characterize and assign cell identity to the 75 pairs of *Drosophila* circadian neurons, we optimized a single-cell RNA sequencing method and assayed clock neuron gene expression at different times of day. The data identify at least 17 clock neuron categories with striking spatial regulation of gene expression. Transcription factor regulation is prominent and likely contributes to the robust circadian oscillation of many transcripts, including those that encode cell-surface proteins previously shown to be important for cell recognition and synapse formation during development. The many other clock-regulated genes also constitute an important resource for future mechanistic and functional studies between clock neurons and/or for temporal signaling to circuits elsewhere in the fly brain.

## Introduction

Eukaryotic circadian clocks rely on a now well-defined transcription-translation feedback loop, which generates roughly ~24 hr periodicity (Takahashi, 2017; Top and Young, 2018). Importantly, these circadian transcription factors (TFs) drive the oscillating expression of many thousands of tissue-specific output genes, which regulate diverse aspects of physiology and behavior (Meireles-Filho et al., 2014).

Circadian clocks tick away in many different mammalian tissues including the brain. The brain clock is most apparent – has very strong core clock gene expression – in a restricted region of the anteroventral hypothalamus, the suprachiasmatic nucleus (SCN) (Reppert and Moore, 1991). There are approximately 10,000 neurons in each unilateral mice SCN. The comparable region in *Drosophila* contains about 75 clock neurons on each hemisphere of the fly brain. The SCN in mammals and these 75 pairs of neurons in flies orchestrate many circadian functions, including behaviors (Allada and Chung, 2010; Siepka et al., 2007).

The fly brain clock neurons have been principally classified based on anatomy. There are lateral neurons and dorsal neurons. The lateral neurons are separated into three groups: ventral lateral neurons (nine LNvs), dorsal lateral neurons (six LNds), and lateral posterior neurons (three LPN). The LNvs are further subdivided into large and small LNvs based on size and location, four l-LNvs and five s-LNvs, respectively. The dorsal neurons constitute a much larger fraction of the 75 clock neurons and are also separated into four groups based on location: 15 DN1ps, 2 DN1as, 2 DN2s, and 35–40 DN3s (Shafer et al., 2006; Helfrich-Förster, 2004). Not surprisingly perhaps, these different clock neuron groups are distinct by multiple criteria. For example, calcium and functional assays indicate that different clock neurons are active at different times during a 24-hr cycle (Liang et al., 2016; Guo et al., 2017). Although microarray and RNA sequencing studies also indicate that different clock neuron groups express different sets of genes and transcripts (Abruzzi et al., 2017; Kula-Eversole et al., 2010; Nagoshi et al., 2010), the extent of gene expression heterogeneity is often underestimated by group sequencing.

To comprehensively investigate clock neuron gene expression heterogeneity, we leveraged single-cell RNA sequencing to systematically characterize most *Drosophila* clock neurons – under light:dark (LD) and constant darkness (DD) conditions and ‘around the clock’. An unsupervised clustering method confidently identified 17 clock neuron classes. These clusters were successfully mapped based on both known and novel marker genes to cover most if not all functionally distinct clock subgroups. Cell-type-specific enriched and oscillating transcripts were identified by differential gene expression. Strikingly, they include cell-surface molecules, previously shown to be important for cell recognition and synapse formation during development. We suggest that the circadian regulation of these specificity molecules orchestrate the temporal regulation of synapse formation and/or strength within the circadian network or between this network and other locations in the adult nervous system. Our study more generally establishes a foundation for neuron-specific mechanistic and functional studies within the fly brain circadian network.

## Results

### Single-cell RNA sequencing of *Drosophila* clock neurons around the clock

To systematically study *Drosophila* clock neuron gene expression at the single-cell level, flies were entrained, either in a 12:12 LD cycle or in DD, and collected at six different times around the clock. 

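The files analysed here hold 84 libraries of FACS-sorted EGFP-positive neurons, 36 from LD and 48 from DD, each with 94 to 96 wells. CEL-Seq2 gives every well its own barcode and every mRNA molecule a UMI, so that the values count molecules rather than reads. Brains were collected at 2, 6, 10, 14, 18 and 22 h, written ZT in LD and CT after 3 days of DD. The labels give each library a batch number, and the libraries of one time point with the same number were taken as 1 batch. This gave 14 batches in LD and 14 in DD, with 2 or 3 per time point. The LD batches carry 6 numbers and the DD batches 10, with 0 numbers in common, so any difference between LD and DD is also one between sets of batches.
The authors aligned the reads to dm6 with zUMIs and STAR and deposited the UMI counts of annotated exons per gene and well, without normalization. The libraries held 677725 to 4259643 UMIs in LD, with a median of 1506420, and 191993 to 3848092 in DD, with a median of 961911. The counts were used as deposited, apart from the spike-in and EGFP entries, which made up 2.14% and 0.213% of the UMIs of the cells kept. TP10K is a gene's UMIs per 10000 UMIs of a cell. Cells of one batch come from the same sort and are not independent, so the spreads and tests of the classes of cells use batches as replicates, with the UMIs of a class summed within each batch. In calling cycling transcripts with MetaCycle, the paper treats each cell as a replicate. With so few batches per time point, the precision of a single time point is low, and both batch values are given where they matter.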

(There were also two replicates for each condition and timepoint.) The clock neuron driver *Clk856-GAL4* was used to express EGFP in most adult brain clock neurons (Gummadova et al., 2009), which were indeed GFP- and TIM (TIMELESS) -positive (Figure 1A). The number of TIM- and GFP-positive neurons were counted based on their anatomical distribution in each brain hemisphere (Figure 1B,C; numbers on top of the bar graph) and compared to the known number of cells in each clock neuron group in a single brain hemisphere (noted in x-axis labels, Figure 1C). Notably, most if not all neurons in every group were GFP-positive; the only exception was the DN3s with 30% GFP-positive neurons. Cell-specific knock-down of critical clock components with *Clk856-GAL4* mimics the phenotypes of classic circadian mutant lines (Schlichting et al., 2019), consistent with the notion that the GFP-positive cells identify many functionally important clock neurons. There were also approximately seven ectopic GFP-positive cells in each hemisphere; they were TIM-negative by immunohistochemistry (Figure 1A–C).

**Figure 1.**
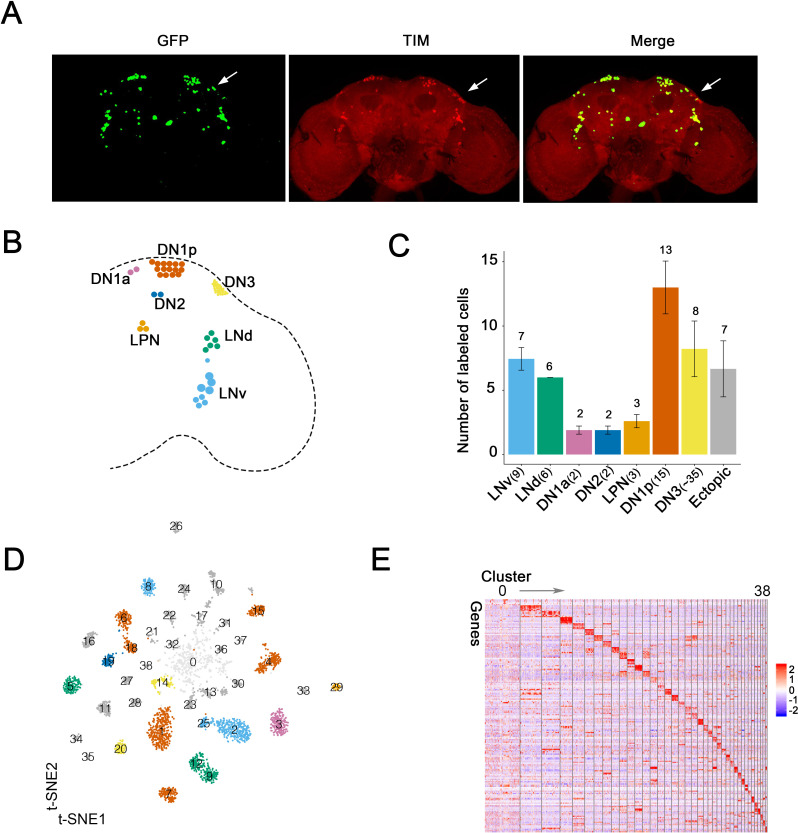
Single-cell RNA sequencing of *Drosophila* clock neurons around the clock. (**A**) Confocal stack images of immunostained brains from *Clk856-GAL4* > *UAS-Stinger-GFP* flies at ZT18. Anti-GFP (left), anti-TIM (middle) and a merge of these two images (right). The arrow indicates the DN3 neurons. (**B**) Schematic depiction of clock neurons in an adult *Drosophila* brain. The core clock network consists of about 150 lateral and dorsal neurons, they are subdivided into different groups based on anatomy. (**C**) Quantification of the neurons labeled by *Clk856-GAL4* as shown in (**A**). The number on top of the bars represent the number neurons that were observed to be GFP- and TIM-positive (clock neuron subgroups) or just GFP-positive (ectopic neurons). The numbers indicated in the x-axis labels reflect the number of each type of neuron that is found in one hemisphere of an adult fly brain. Nearly, all neurons in the clock network are labeled by the *Clk856-GAL4* driver with the exception of some of the DN3s. (**D**) Visualization of *Drosophila* clock neuron clusters on the t-Distributed stochastic neighbor embedding (t-SNE) plot. Each dot represents a cell and they are color-coded by major anatomy groups. Thirty-nine different clusters were found. Clustering contains all cells: both light:dark (LD) and constant darkness (DD) conditions at all timepoints. (**E**) Each neuron cluster is defined by a set of highly differentially expressed genes. The heatmap showing the expression levels of the top differentially expressed genes (rows) in cells (columns). Clusters are ordered by size: cluster 0 on the left and cluster 38 on the right. Expression is indicated by Z score of ln (TP10K+1); red indicates high expression and blue indicates low expression.

**Figure 1—figure supplement 1.**
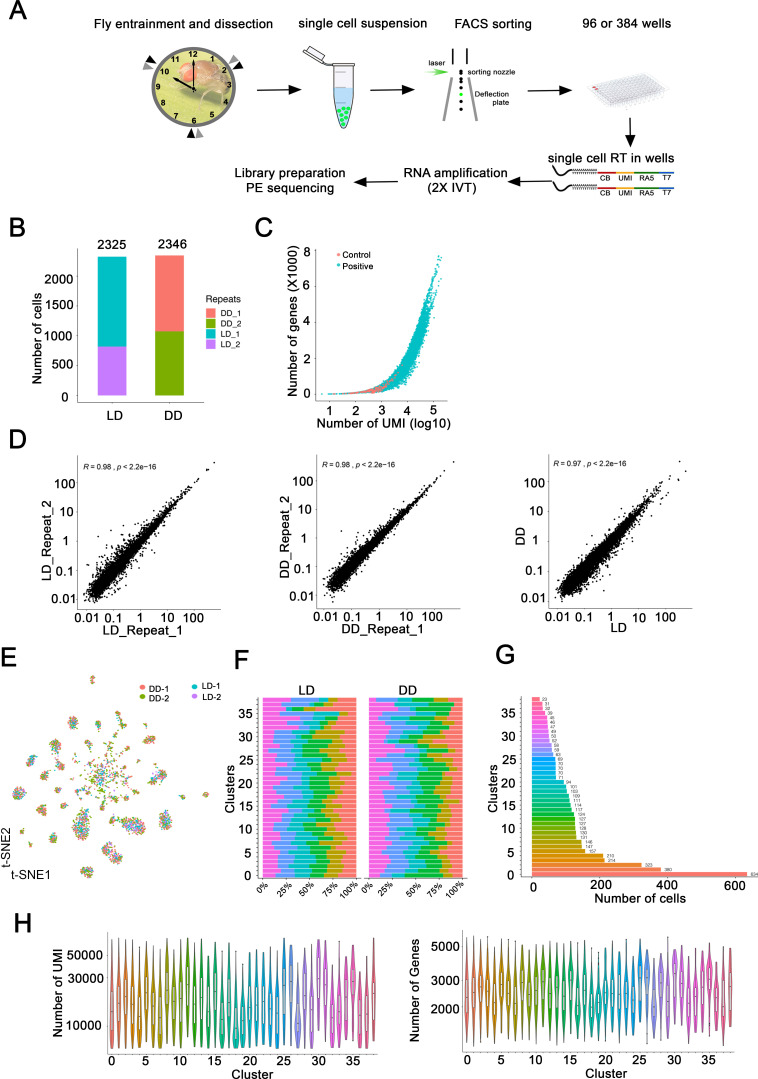
Methods and verification of single-cell RNA sequencing of *Drosophila* clock neurons. (**A**) Schematic of single-cell RNA-seq protocol. The method is based on CEL-Seq2 with some modifications. EGFP-labeled clock neurons were sorted into 96- or 384-well plates by fluorescence-activated cell sorting (FACS). CEL-Seq2 primers and two rounds in vitro transcriptions were used to amplify the polyA-tailed mRNA. (**B**) The number of single cells isolated in each light:dark (LD) and constant darkness (DD) experiments. Two experiments were performed at each condition. (**C**) Thousands of genes with multiple UMIs each were identified in most single cells. The number of UMIs (x-axis; log10) per gene (y-axis, X1000) in single cells (blue) or negative control wells (red; no cell added) is plotted. Two empty negative control wells were used in each plate assayed. Negative control wells have no or very few genes been detected. (**D**) Gene expression correlation between replicates and conditions. Comparisons between two LD experiments (left panel), two DD experiments (middle panel), between one LD and one DD experiment (right panel) are shown. The cells collected in two replicates and conditions were pooled and further analyzed as pseudo-bulk samples. (**E**) t-SNE plot of all single cells from four separate experiments illustrates that each cluster contains a mix of cells from each experiment. Two LD and two DD experiments were co-clustered in each cluster, each dot represents a single cell and colored by repeats. Two independent DD experiments are shown in pink and green. Two independent LD experiments are show in blue and purple. (**F**) Bar plots showing the percentage of cells in that cluster that come from each of the six timepoints collected. Each cluster has relatively similar numbers of cells from each of the timepoints in both LD and DD experiments. (**G**) The number of single cells assigned to each cluster. This includes cells from all timepoints in both LD and DD conditions. (**H**) Violin plots showing the number of detected UMIs and genes in each cluster. Each cluster has relatively similar numbers of genes and UMIs. Numbers on the x-axis represent 39 clusters.

Since *Clk856-GAL4* driving EGFP successfully identified most circadian neurons, we isolated them using fluorescence-activated cell sorting (FACS) and generated single-cell sequencing libraries using a method based on the CEL-Seq2 technique (Hashimshony et al., 2016). CEL-Seq2 is a ligation-free method, and in vitro amplification mitigates possible PCR bias. This approach detects more genes, especially weakly expressed genes, than many other methods (Mereu et al., 2020). We optimized this method for *Drosophila* clock neurons (Figure 1—figure supplement 1A) by using two rounds of in vitro transcriptions to amplify polyA RNA (Paul et al., 2017). 

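The methods of the paper keep wells with 1000 to 6000 genes, 6000 to 75000 UMIs and a gene expression entropy of at least 5.5. Applied to the genes of the files, these limits kept 4595 of 8060 wells, 2284 from LD and 2311 from DD. Libraries kept 39 to 83 wells in LD and 3 to 76 in DD. Wells outside the limits had a median of 2401 UMIs. The entropy limit removed more wells from LD than from DD, and without it 5001 wells passed. With the spike-in and EGFP entries counted as genes, a definition tried after the first number had been seen, 4672 wells passed. With 1000 genes as the only limit, the setting that moved the number most, 5765 wells passed.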

Each cell was sequenced to a depth of about 0.5 million reads, and approximately 2300 cells from LD- and DD-entrained flies passed the stringent filtering criteria for a total of 4671 cells (Figure 1—figure supplement 1B). There were about 2600 genes detected per cell (mean) with an average of about eight UMIs (unique molecular identifiers; about 20,000 UMIs total). This indicates deep molecular characterization as only a few genes and UMIs were detected in empty wells (Figure 1—figure supplement 1C). 

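The cells kept had a mean of 2614 ± 869 detected genes (SD, n = 4595 cells) and 19786 ± 12670.1 UMIs, or 7.02 UMIs per detected gene. LD cells had 2676 ± 812 genes and 21362 ± 12633 UMIs, and DD cells 2552 ± 919 genes and 18228 ± 12516 UMIs. UMIs per detected gene averaged 7.47 in LD and 6.58 in DD. These are spreads between cells, and the difference between the means of LD and DD cells was smaller than either.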

We pooled the cells collected at different times of day based on the replicates and LD cycles to reconstruct pseudo-bulk samples. 

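Across 9349 genes with a mean above 0.01 TP10K in both light conditions, the log10 mean TP10K of all LD cells and of all DD cells had a Pearson correlation of 0.962. On linear TP10K over all 15801 genes, the setting that moved it most, the correlation was 0.845, and the Spearman correlation was 0.957. For single batches, 18 pairs of the same time point and light condition had at least 20 cells in each batch, and their correlations ran from 0.730 to 0.949, with a median of 0.882 (SD 0.0611). On linear TP10K the pairs ran from 0.738 to 0.994, with a median of 0.945. On that scale the correlation of LD and DD lay below the median of the pairs, within their range. The pooled LD and DD values average over more cells than any single batch does. All of these correlations are across genes, which are not independent replicates.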

The Pearson correlation between the corresponding replicates demonstrates that the sequencing data are highly reproducible, and even the Pearson correlation between LD and DD is 0.97, indicating highly similar gene expression between these two conditions (Figure 1—figure supplement 1D). This tight correlation likely emphasizes housekeeping transcripts as well as the averaging of the time point data.

We next integrated together the cells collected in LD and DD conditions cross different times of day by unsupervised clustering with Seurat (Butler et al., 2018), which resulted in 39 distinct clusters (Figure 1D). 

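The 4595 cells were clustered with SCTransform for each of the 12 combinations of time point and light condition and CCA integration, as in the methods, over 50 dimensions and 3000 variable genes per combination. Resolutions from 0.2 to 4.0 were run in steps of 0.2, and the one with a number of clusters nearest to 39 was kept. This gave 37 clusters at a resolution of 0.8, and the same number up to 1.6. At 1.8 there were 41 clusters, equally near. Clusters were named from marker genes taken from the paper, as "-like" classes, because the assignment of the authors' cells to clusters was not used here. A marker counted with at least 2-fold higher mean TP10K in the cluster than in all other cells and a UMI in at least 20% of its cells, and a name needed 3 markers, 2 of them among the 10 genes with the highest fold. Under these rules 15 clusters with 2444 cells took a name. The number of cells in a named class ran from 43 in DN3_14-like to 382 in DN1p_CNMa-like. The clusters 9: LNd_NPF and 12: LNd of the paper share most markers and fell into a single class here, LNd_NPF/LNd-like. No cluster met the rules for l-LNvs, and a cluster of 219 cells rich in *Pdf* stayed without a name. Doublets were limited only by the upper limits on genes and UMIs.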

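All of the 37 clusters held LD and DD cells, and all held cells of 6 time points when LD and DD were combined. In 28 of them every time point was represented in LD and in DD taken separately. LD cells made up between 25.5% and 74.3% of a cluster, with a median of 51.0%.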

Every cluster contains cells from all six time points and from both LD- and DD-entrained flies with only modest variability (Figure 1—figure supplement 1E,F). 

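The largest cluster of this clustering held 388 cells and the smallest 22, with a median of 96 cells per cluster.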

There is, however, much more variability in the number of cells per cluster, and they are numbered based on the number of cells they include: 0 has the most cells, 38 the least (Figure 1—figure supplement 1G). Nonetheless, there are similar numbers of genes and UMIs per cell in each cluster (Figure 1—figure supplement 1H). Moreover, every cluster except cluster 0 shows a unique marker gene expression profile, supporting the validity of even the smallest clusters (Figure 1E).

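The median number of genes per cell ran from 2015 to 3161 between clusters. The median number of UMIs per cell ran from 10428 to 30075.5. Among the named classes, DN2-like was the shallowest for UMIs after DN1p_18-like, with medians of 10628 and 10608 UMIs per cell, and LN_ITP-like the deepest with 22352.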

### Identifying the key circadian neuron clusters based on core clock gene expression

To identify clusters most likely to correspond to the well-characterized clock neuron groups, we compared *tim* as well as *Clk* expression between the 39 clusters. 

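*tim* (FBgn0014396) lies on chromosome 2L of dm6 from 3493986 to 3508119 on the minus strand. In LD, the mean *tim* level over the cells of a cluster was highest at ZT14 or ZT18 in 36 of the 37 clusters. The exception was DN1p_CNMa-2-like, whose highest mean was at ZT10. In s_LNv-like, the *tim* level averaged over batches rose from 1.55 TP10K at ZT02 (batches at 1.23 and 1.86) to 37.3 TP10K at ZT14 (batches at 34.7 and 39.9), a difference far beyond the spread between batches.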

As expected, *tim* mRNA is cycling with a gene expression peak at ZT14-ZT18 in most if not all clusters (Figure 2A). The data for *vri* mRNA is similar (Figure 2—figure supplement 1). 

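*vri* (FBgn0016076) lies on chromosome 2L from 5288944 to 5311223 on the plus strand. Its mean level in LD was highest at ZT14 or ZT18 in 23 of the clusters, among them 6 of the 15 named classes. In the other 9 named classes the highest mean was at ZT10 or, in DN1a-like, at ZT22.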

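The highest time-point mean of *tim* in LD differed between clusters, from 2.87 to 35.9 TP10K. For *vri* the corresponding means ran from 0.268 to 13.6 TP10K. These are means over the cells of a cluster, and small clusters had few cells at some time points.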

There is, however, a marked difference in the *tim* and *vri* expression levels per cell among the different clusters. Despite a few exceptional clusters, those with more cells generally show considerably higher clock gene expression per cell (Figure 2A, Figure 2—figure supplement 1). 

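Of the clusters, 17 held at least 100 cells and 20 held fewer. The median over clusters of the highest *tim* mean was 28.5 TP10K in the larger and 11.1 TP10K in the smaller ones. For *vri* these medians were 9.04 and 1.35 TP10K. The 15 named classes had medians of 30.4 TP10K for *tim* and 9.31 TP10K for *vri*, against 9.44 and 1.25 TP10K in the clusters without a name.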

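*Clk* (FBgn0023076; chromosome 3L, 7763233 to 7775603, minus strand) had a median over the named classes of 4.39 TP10K at ZT2. Single named classes ran from 0.389 TP10K in LPN-like to 9.51 TP10K in DN1p_Rh7-like. The median over the clusters without a name was 0.345 TP10K, and 0 of them lay above the median of the named classes. *Clk* was highest at ZT2 in 18 of the 37 clusters.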

*Clk* expression at its usual LD peak time of ZT2 is similarly higher in almost all of these same clusters (Figure 2B). 

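The named classes were chosen by their marker genes, and no clock gene was among these. The markers are, however, those of clusters that the paper kept for high clock gene levels in these same data. Higher clock gene levels in the named classes were therefore partly set in advance and are not an independent test. The named classes held 15 of the 37 clusters. Among the 22 without a name the highest *tim* mean was 28.5 TP10K, in the *Pdf*-rich cluster of 219 cells. That cluster also had a *Clk* level of 1.15 TP10K at ZT2.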

Based on the notion that higher levels of *Clk* and CLK-CYC direct target genes may identify bona fide circadian clock neurons and to focus on a smaller number of clusters, we chose 17 for analysis in more detail (Figure 2; purple boxes). They retain their numbers from their position in the original 39 clusters, and many of their names carry additional labels (Figure 3A) to reflect the information described below.

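In reasoning from high levels of *Clk* and of its direct targets to clock identity, the paper states that such levels may mark clock neurons, and it keeps the clusters that have them. In the clustering here, the highest *Clk* level at ZT2 among the clusters without a name was 2.20 TP10K, in a cluster of 58 cells.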

**Figure 2.**
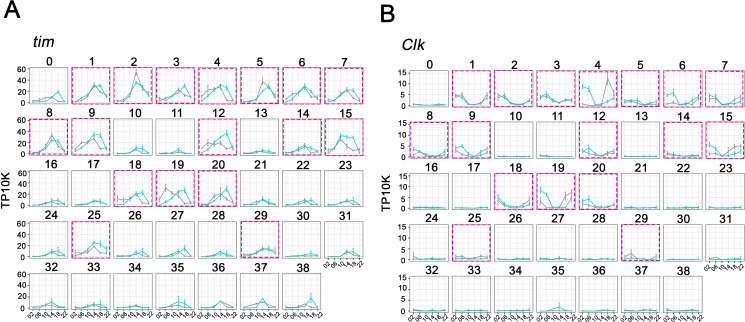
Cycling *timeless* (*tim*) expression and *Clock* (*Clk*) abundance defines key circadian neuron clusters. (**A–B**) The mean *tim* expression (**A**) and *Clk* (**B**) throughout the day in light: dark (LD) and constant darkness (DD) conditions is graphed for each cluster. Seventeen clusters were chosen as high confidence clusters based on robust core clock genes expression (purple boxes). X axis indicates the time points in LD and DD. Error bars represent mean ± SEM. Cyan and gray lines indicate the gene expression in LD and DD conditions, respectively.

**Figure 2—figure supplement 1.**
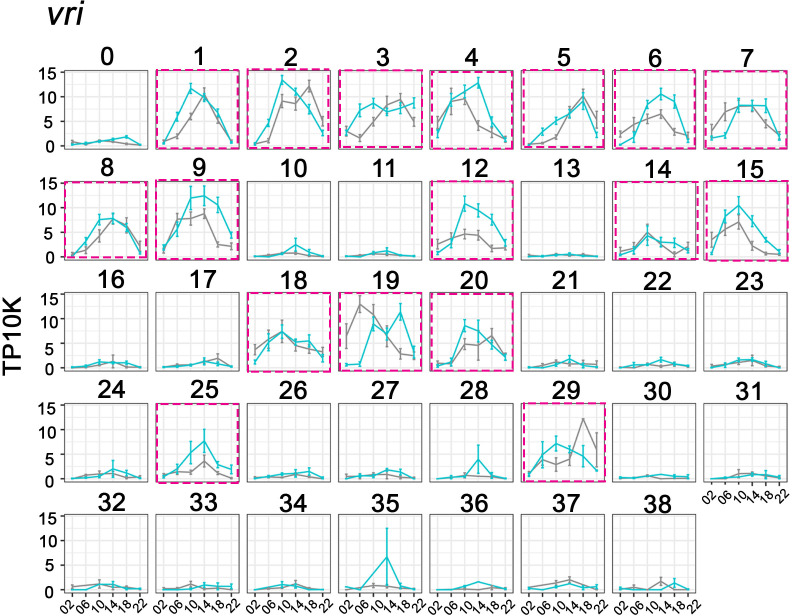
Cycling *vrille* (*vri*) expression helps to define key circadian neuron clusters. The mean *vri* expression throughout the day in light:dark (LD) and constant darkness (DD) conditions is graphed for each cluster. *vri* expression in high confidence clusters are labeled with purple boxes. X axis indicates the time points in LD and DD. Error bars represent mean ± SEM. Cyan and gray lines indicate the gene expression in LD and DD conditions, respectively.

**Figure 3.**
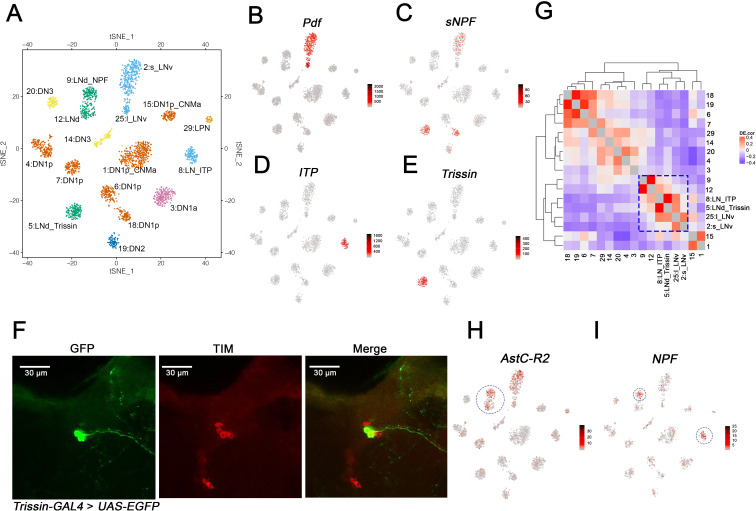
Identification of the lateral neuron clusters: LNvs and LNds. (**A**) Seventeen *Drosophila* clock neuron clusters. t-SNE visualization of 2615 clock neurons from both light:dark (LD) and constant darkness (DD). Each cluster retains its original identifying number (as in Figure 1D), and the anatomical cluster to which it was assigned is added to its name. The clusters are colored by their major anatomy groups. (**B–E**) t-SNE plots showing key lateral neuron marker genes expression: *Pdf* (**B**), *sNPF* (**C**), *ITP* (**D**) and *Trissin* (**E**). Red indicates higher expression (color bar, TP10K), LD and DD data are plotted together. (**F**) Confocal stack images from *Trissin-GAL4* > *UAS-EGFP* adult fly brains stained with GFP and TIM antibodies. GFP (left), TIM (middle), and a merge of these two images (right). Only two neurons in the clock network were identified using the *Trissin-GAL4* knock-in line. (**G**) Gene expression correlation of the identified clock neuron clusters. (**H–I**) t-SNE plots showing key lateral neuron marker genes expression: *AstC-R2* (**H**) and *NPF* (**I**). Red indicates higher expression (color bar, TP10K). *AstC-R2* expression is from LD and DD together, *NPF* expression is from LD condition only.

**Figure 3—figure supplement 1.**
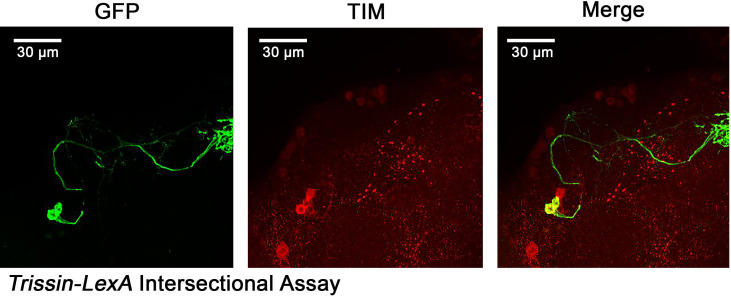
Identification of two Trissin-expressiong LNd neurons. Confocal stack of images showing antibody staining for GFP and TIM in *Trissin-LexA* > *LexAop-FLP; Clk856-GAL4* > *UAS-FRT-STOP-FRT-Cschrimson.venus* fly brains. GFP (left), TIM (middle), and a merge of these two images (right). Only two LNds neurons in the clock network express *Trissin*.

### Identification of the lateral neuron clusters: LNvs and LNds

To identify lateral neuron clusters, we first addressed the expression of the famous circadian neuropeptide gene *Pdf*. It is expressed in just eight clock cells and two cell types, the four large and four small LNvs on each side of the brain; they are classically referred to as l-LNvs and s-LNvs, respectively (Helfrich-Forster, 1995). 

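*Pdf* (FBgn0023178) lies on chromosome 3R from 26455462 to 26456141 on the minus strand and encodes the neuropeptide PDF. *Pdf* is a marker that named s_LNv-like, so its level there describes the class and is not a test: 414 ± 152 TP10K (SD, n = 26 batches). The next class, DN1p_7-like, had 15.8 ± 16.4 TP10K (SD, n = 21 batches). A *Pdf* UMI was found in 100% of s_LNv-like cells and in 91.8% of DN1p_7-like cells, with median depths of 18936 and 11759 UMIs per cell. With each cell thinned to 6000 UMIs the share in DN1p_7-like was 84.9%, so the share of cells with a *Pdf* UMI hardly separates these classes, and the level does. *sNPF* (FBgn0032840) was listed as a marker of s_LNv-like but did not meet the rules for one. It averaged 6.87 ± 7.54 TP10K there, above the mean of the other named classes in 17 of 26 batches. The spread of *sNPF* between batches was as large as its mean. Here and below, a class counted as above the other named classes in a batch is above the mean of all their cells together. Such a class need not be the highest.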

*Pdf* is expressed in only two clusters, 2 and 25 (Figure 3B); cluster 2 but not cluster 25 also expresses substantial levels of *sNPF* mRNA (Figure 3C). As sNPF is expressed in s-LNvs but not l-LNvs (Johard et al., 2009), these data suggest that cluster 2 identifies s-LNvs and cluster 25 identifies l-LNvs. 

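The s_LNv-like class held 327 cells, 187 from LD and 140 from DD. The *Pdf*-rich cluster without a name held 82 LD and 137 DD cells, and its median depth was 20052 UMIs per cell. It did not meet the rules for either LNv name, so its cells were not counted as l-LNvs.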

The s-LNv cluster 2 has many more cells than the l-LNv cluster 25 despite the fact that each fly brain has the same number of s-LNvs and l-LNvs (see Discussion).

To address the remaining seven lateral neurons, the six LNds and the (PDF-negative) fifth s-LNv, we focused on neuropeptides known to be expressed in these neurons. One LNd and the fifth s-LNv express ion transport peptide (ITP) (Johard et al., 2009; Schubert et al., 2018). As *ITP* mRNA identifies only a single cluster, #8 (Figure 3D), we named it LN_ITP and suggest that it contains these two cells, the fifth s-LNv and this single LNd. 

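*ITP* (FBgn0035023; chromosome 2R, 24537421 to 24558961, plus strand), the marker that named LN_ITP-like, averaged 565 ± 219 TP10K in its 131 cells (SD, n = 20 batches). The next highest class, DN1p_Rh7-like, had 8.78 ± 9.26 TP10K (SD, n = 23 batches). LN_ITP-like was above the other named classes in 20 of 20 batches, and no other class was in any of its batches.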

A single cluster implies that the transcript composition of these two neurons is very similar, consistent with their indistinguishable functional and connectivity properties (Yao and Shafer, 2014).

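Across the named classes, *sNPF* was highest in LNd_Trissin-like with 17.2 ± 8.29 TP10K (SD, n = 23 batches) and in DN1p_18-like with 17.1 ± 6.39 TP10K (SD, n = 15 batches), both among the classes it helped to name. The levels of these classes differed by less than the spread between batches. DN2-like, which *sNPF* did not name, had 3.89 ± 1.64 TP10K and was above the mean of the other classes in 12 of 16 batches. The next class, DN1a-like, had 1.17 ± 0.883 TP10K.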

The neuropeptide sNPF is expressed in two LNd cells in addition to the s-LNvs (Johard et al., 2009), and this transcript is well-expressed in clusters 5 and 18 as well as in the s-LNv cluster 2 as described above (Figure 3C). Cluster 18 is identified as a dorsal neuron cluster (see below). Cluster 5 has prominent expression of another neuropeptide, *Trissin* (Figure 3E). 

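*Trissin* (FBgn0038343; chromosome 3R, 15484730 to 15485396, minus strand) named LNd_Trissin-like, where it averaged 147 ± 51.6 TP10K (SD, n = 23 batches) over 158 cells. The next class, DN1p_CNMa-2-like, had 1.98 ± 2.70 TP10K (SD, n = 17 batches).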

A chemoconnectome *Trissin* endogenous *GAL4* knock-in line (Deng et al., 2019) resulted in expression in two LNds (Figure 3F), and an intersectional assay combining *Trissin-LexA* with *Clk856-GAL4* also expressed only in these two LNds (Figure 3—figure supplement 1). In both these experiments, the TIM immunostaining signal co-localized with GFP and further confirmed that these neurons are LNds (Figure 3F, Figure 3—figure supplement 1). Based on these data, we named this two-cell cluster 5:LNd_Trissin.

To identify the remaining three LNds, we examined gene expression similarity to find clusters most similar to the two previously defined lateral neuron clusters, LN_ITP and LNd_Trissin. These are clusters 9 and 12 (Figure 3G; blue box). 

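Correlations were computed between the mean log expression of the named classes over the 3000 most variable genes. LN_ITP-like was nearest to LNd_Trissin-like, with a Pearson correlation of 0.961. For both of these, LNd_NPF/LNd-like came next, with 0.950 to LN_ITP-like and 0.944 to LNd_Trissin-like (SD over batches 0.0357 and 0.0351). DN1p_Rh7-like followed with 0.933 and 0.932, a gap smaller than the SD over batches. Over the 5502 genes with a mean of at least 0.1 TP10K, the correlation of LNd_NPF/LNd-like with LN_ITP-like was 0.962 and the order of the classes was unchanged.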

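*AstC-R2* (FBgn0036789; chromosome 3L, 18485137 to 18502557, minus strand) encodes a receptor for the neuropeptide AstC and is a marker that named LNd_NPF/LNd-like. It averaged 2.82 ± 3.69 TP10K there (SD, n = 25 batches) and was above the mean of the other named classes in 18 of 25 batches. In s_LNv-like it averaged 2.48 ± 2.46 TP10K (22 of 26 batches) and in LPN-like 2.16 ± 1.02 TP10K (6 of 8 batches). LN_ITP-like followed with 0.871 ± 1.46 TP10K. The differences between the highest 3 classes were smaller than the spread between batches.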

The transcript encoding the AstC receptor, *AstC-R2* mRNA is well-expressed in these two clusters (Figure 3H) and in LNds based on previous RNA sequencing and physiology experiments (Abruzzi et al., 2017; Díaz et al., 2019). Because NPF is also expressed in two LNds that are *AstC-R2* positive (Lee et al., 2006), this explains the presence of *NPF* in cluster 9, which must contain these two cells. We noticed *NPF* is upregulated in most of the clusters in DD, for cluster classification, *NPF* expression in LD condition is shown in Figure 3I. 

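*NPF* (FBgn0027109; chromosome 3R, 16609220 to 16611325, plus strand) was compared between LD and DD in 9 named classes, with the time point in the model. Its fitted level was higher in DD in 8 of 9 classes. The log2 difference was largest in s_LNv-like, 2.67 (adjusted p = 0.0888 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), followed by DN1p_CNMa-like with 2.08 (adjusted p = 0.334). In DN1p_18-like the difference was -0.69 (adjusted p = 0.997). At an adjusted p under 0.05 there were 0 classes, against 3 at an unadjusted p under 0.05. With each library as a unit, the setting that moved the number most together with the test without a filter, there were 2 classes, and without 1 batch at CT18 there was 1. No batch number holds both light conditions, so the difference cannot be separated from one between batches. Over LD and DD together, *NPF* averaged 4.45 ± 4.09 TP10K in LN_ITP-like (SD, n = 20 batches), above the mean of the other named classes in 19 of 20 batches. In LNd_NPF/LNd-like it averaged 1.99 ± 2.28 TP10K (SD, n = 25 batches), above the mean of the others in 16 of 25.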

By elimination, cluster 12 must contain the remaining single LNd. Therefore, we have named these two clusters 9: LNd_NPF and 12: LNd.

### Identifying the dorsal and LPN clock neurons

Dorsal clock neurons (DNs) constitute the majority of *Drosophila* clock neurons, but their organization and function—how many different cell types there are and what they do—are far from certain. There are, however, some small DN subgroups about which more is known (Shafer et al., 2006).

The two DN1a neurons are the only source of CCHa1 in the fly clock system (Fujiwara et al., 2018), and immunohistochemistry of a chemoconnectome CCHa1 line indicates that this gene is indeed expressed in only two clock neurons at the expected location for DN1as (Figure 4—figure supplement 1A). As only cluster 3 expresses high levels of CCHa1, we assigned the two DN1as to this cluster (Figure 4A). 

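*CCHa1* (FBgn0038199; chromosome 3R, 14092504 to 14096835, minus strand) encodes a neuropeptide and named DN1a-like, where it averaged 36.1 ± 16.3 TP10K (SD, n = 24 batches) over 211 cells. It was above the other named classes in all 24 batches of DN1a-like and in 0 batches of any other class. The next level was 0.290 ± 0.352 TP10K, in DN1p_7-like.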

For DN2 neuron assignment, we took advantage of the fact that DN2 molecular oscillations are in anti-phase with the rest of the clock neuron population in DD (Kaneko et al., 1997). 

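The DN2-like class held 102 cells and was named by markers other than clock genes. These are markers of the paper's DN2 cluster, which the paper assigned by its phase in DD in these same data. A shift of *tim* in this class is therefore not independent support for that assignment. Of its batches 16 had 3 or more cells, and most time points rest on 1 batch, where the values have no replicate spread. In LD, *tim* was highest at ZT18 with 28.1 TP10K, and in DD at CT06 with 34.2 TP10K. At the opposite times it was 1.83 TP10K at ZT06, in 1 batch of 3 cells, and 3.52 TP10K at CT18. Over all cells of the class it was 5.82 TP10K at ZT06 (5 cells) and 3.11 TP10K at CT18 (6 cells). The fitted 24 h rhythms peaked at 15.0 h in LD and 8.68 h in DD, a shift of -6.31 h (adjusted p = 0.0346 from edgeR's quasi-likelihood test of the interaction of light condition and time with Benjamini-Hochberg adjustment; 16 batches, 89 cells). In 8 fits that each left out 1 of the 16 batches the shift ran from -6.85 to -5.58 h, and each of the other batches is the only one of its time point and could not be left out. In 4 of these 8 fits the adjusted p was above 0.05: without 1 batch at CT10 (0.0515), either batch at CT22 (0.0726 and 0.0717), or 1 batch at ZT02 (0.0950). Of 50 random exchanges of LD and DD within time points, the real one included, 2 gave an interaction statistic of *tim* as large. The interaction covers amplitude as well as peak, so neither result tests the shift alone. The fitted shift of *tim* was well short of antiphase with all batches and in each of the 8 fits. The time points with the highest *tim* in LD and DD, however, lay opposite each other. The fitted log2 amplitude of *tim* was 4.86 in LD and 3.15 in DD. The simulated changes were rhythms in DD alone, with log2 amplitudes of 1 to 3, and the test found 0.565% of them in tested genes of this class. This share does not give the power for shifts of strong rhythms. *tim* was the 1 gene of the 2737 tested with an adjusted p under 0.05 in the test of the interaction. In s_LNv-like, the other class with this fit, the shift of *tim* was 0.60 h (adjusted p = 0.918). Fitted peaks of *tim* in DD in the other classes ran from 9.51 h in DN1p_Rh7-like, against 13.4 h in LD, to 16.5 h in LNd_Trissin-like, against 16.0 h, and there the difference between LD and DD was not tested. *vri* went from 11.9 TP10K at ZT18 as its highest level in LD to 13.7 TP10K at CT06 in DD. Its fitted peaks were at 15.0 and 7.92 h, a shift of -7.11 h (adjusted p = 0.544 from the same test). Without a filter on low counts the shift of *vri* was -7.15 h with an adjusted p of 0.00437. With the time point as a factor the adjusted p was 0.00287. That model fits no peak, and its value of -12.0 h is the gap between the highest time points, each of 1 batch. Light condition and batch cannot be separated in these comparisons.

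**Figure D1:**
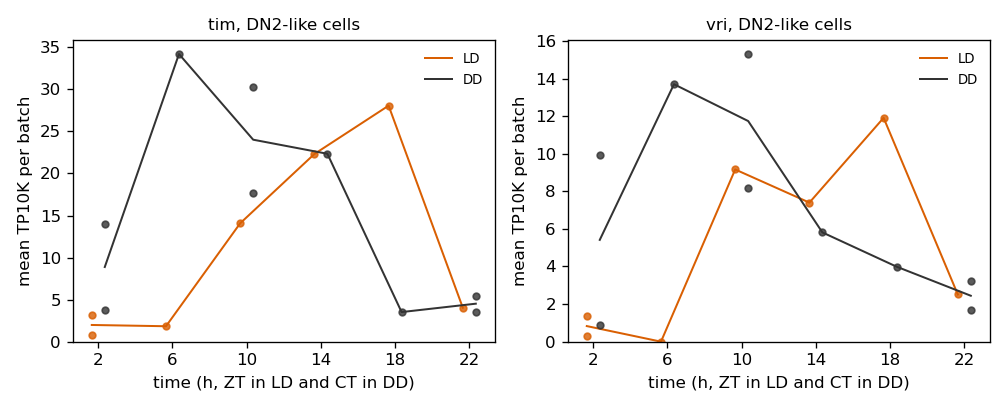
*tim* and *vri* in the DN2-like class by time of day. The x axis is time in h (ZT in LD, CT in DD), the y axis is mean TP10K per batch, points are batches with at least 3 cells and lines join the means over batches; the DD curve of *tim* is highest at CT06 with 34.2 TP10K and the LD curve at ZT18 with 28.1 TP10K.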

Remarkably, only cluster 19 shows unambiguous anti-phasic DD cycling for a number of core clock genes including *tim* (Figure 2 and Figure 4B) and *vri* (Figure 2—figure supplement 1), justifying the assignment of the DN2s to cluster 19. 

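*AstC* (FBgn0032336; chromosome 2L, 11076165 to 11081399, minus strand) and *AstA* (FBgn0015591; chromosome 3R, 24760530 to 24765071, minus strand) named LPN-like, a class of 51 cells. *AstC* averaged 127 ± 47.8 TP10K and *AstA* 123 ± 43.4 TP10K there, each above the mean of the other named classes in 8 of 8 batches. *AstA* was also above them in 21 of 21 batches of DN1p_7-like, a class it helped to name, with 34.3 ± 22.2 TP10K, but *AstC* was at 5.37 ± 3.78 TP10K in that class. The next level of *AstA* was 1.91 ± 3.25 TP10K, in s_LNv-like.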

The three LPNs are the only clock neuron group with both *AstC* and *AstA* expression (Díaz et al., 2019; Ni et al., 2019); only the small cluster 29 meets this criterion (Figure 4C,D).

**Figure 4.**
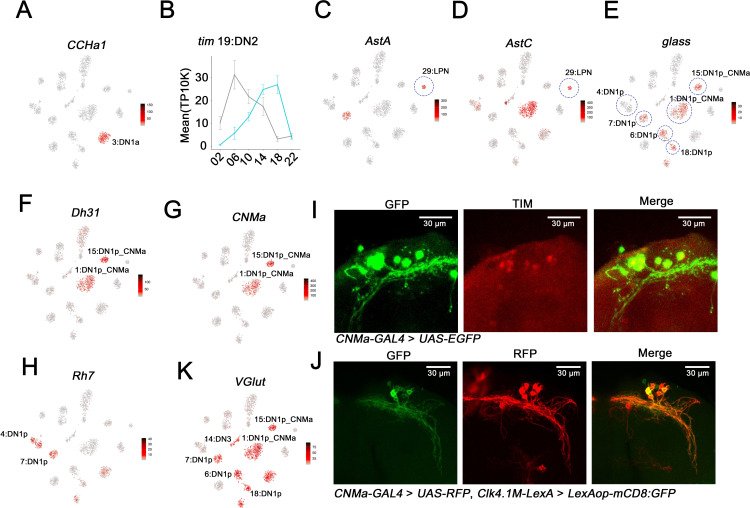
Mapping the dorsal and lateral posterior neuron (LPN) clock neurons. (**A**) t-SNE plots showing *CCHa1* expression. Red indicates higher expression (color bar, TP10K). Light:dark (LD) and constant darkness (DD) data are plotted together. *CCHa1* expression is specific to cluster 3 and thus identifies the DN1a neurons. (**B**) *tim* expression in cluster 19 in LD and DD conditions. The phase of *tim* cycling shifts in DD to be approximately antiphase to LD cycling. DN2s assigned to Cluster 19. Error bars represent mean ± SEM. Cyan and gray lines indicate the gene expression in LD and DD conditions, respectively. (**C–D**) t-SNE plot showing *AstA* (**C**) and *AstC* (**D**) expression. Red indicates higher expression (color bar, TP10K). LD and DD data are plotted together. The LPN cluster is highlighted by the blue circle. (**E–H**) t-SNE plot showing *glass* (**E**), *Dh31* (**F**), *CNMa* (**G**), and *Rh7* (**H**) expression. Red indicates higher expression (color bar, TP10K); LD and DD data are plotted together. The identified DN1p neuron clusters are highlighted by blue circles showing in (**E**). (**I**) Confocal stack of images showing antibody staining for GFP (left) and TIM (middle) and the merge (right) in the dorsal brain of *CNMa-GAL4* > *UAS-EGFP* flies. (**J**) Confocal stack of images showing antibody staining for GFP (left) and RFP (middle) and the merge (right) in the dorsal brain of *Clk4.1M-LexA* > *LexAop-mCD8: GFP; CNMa-GAL4* > *UAS-RFP* flies. (**K**) t-SNE plot showing *VGlut* expression. Red indicates higher expression (color bar, TP10K), LD and DD data are plotted together.

**Figure 4—figure supplement 1.**
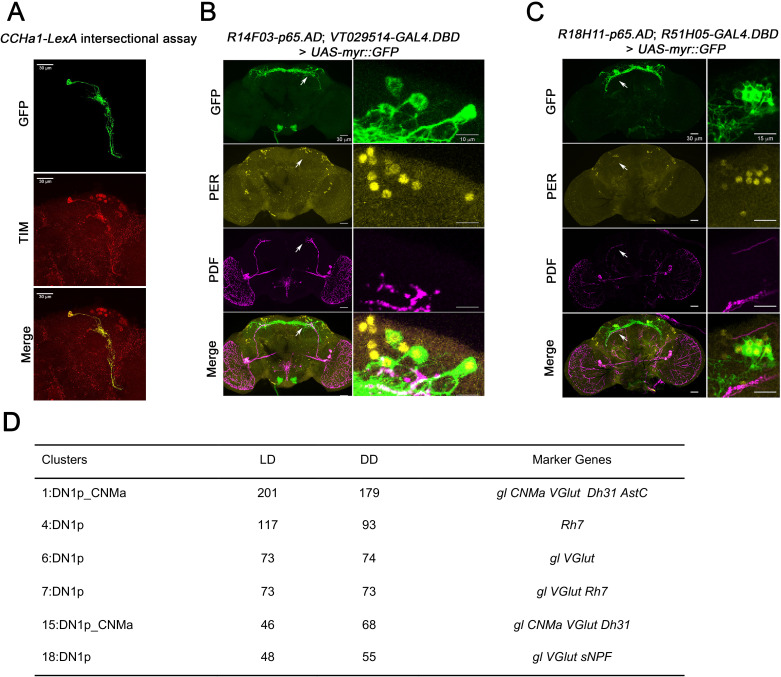
Mapping the dorsal clock neurons. (**A**) Confocal stack of images showing antibody staining for GFP (top) and TIM (middle) and the merge (bottom) in *CCHa1-LexA* > *LexAop-FLP; Clk856-GAL4* > *UAS-FRT-STOP-FRT-Cschrimson.venus* fly brains. Only two clock neurons are GFP- and TIM-positive indicating two CCHa1-positive neurons in the clock network. (**B**) Confocal stack of images showing antibody staining for GFP (top), PER (second panel), PDF (third panel), and the merge (bottom) in *R14F03-p65.AD*, *VT029514-GAL4.DBD* > *UAS-EGFP* fly brains. *R14F03-p65.AD* (*period* AD fusion) *VT029514-GAL4.DBD* (Rh7 DNA-binding domain fusion). (**C**) Confocal stack of images showing antibody staining for GFP (top), PER (second panel), PDF (third panel), and the merge (bottom) in *R18H11-p65.AD*, *R51H05-GAL4.DBD* > *UAS-EGFP* fly brains. *R18H11-p65.AD* (*Pdfr* AD fusion) *R51H05-GAL4.DBD* (*VGlut* DNA-binding domain fusion). (**D**) A summary table showing number of cells from light:dark (LD) and constant darkness (DD) conditions in each DN1p clusters. The marker genes that were used to annotate the clusters are listed in the last column.

A number of criteria were used to identify the 15 DN1p neurons and their surprising assignment to six different clusters. First, the *glass* (*gl*)-encoded TF is expressed in and necessary for the development of most DN1ps (Helfrich-Förster et al., 2001; Shafer et al., 2006). 

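*gl* (FBgn0004618) lies on chromosome 3R from 18367927 to 18372738 on the minus strand. It is a marker of the DN1p classes, and its levels describe the classes it helped to name. *gl* averaged 5.06 ± 3.58 TP10K in DN1p_CNMa-2-like (SD, n = 17 batches), 3.21 ± 2.22 TP10K in DN1p_18-like (SD, n = 15 batches) and 3.11 ± 1.55 TP10K in DN1p_6-like (SD, n = 21 batches). In DN1p_CNMa-like it averaged 3.05 ± 1.76 TP10K and in DN1p_7-like 2.64 ± 1.42 TP10K. These levels differed by less than the spread between batches. DN2-like, which *gl* did not name, had 2.55 ± 1.8 TP10K and was above the mean of the other classes in 14 of 16 batches. LPN-like came next with 0.287 ± 0.407 TP10K.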

Five novel clusters (1, 6, 7, 15, and 18) express the *gl* transcript, suggesting that they contain DN1ps (Figure 4E; five of the six circles). Cluster 18 is *sNPF* enriched as shown above (Figure 3C). 

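*Dh31* (FBgn0032048; chromosome 2L, 8491868 to 8506845, minus strand) averaged 49.8 ± 18.1 TP10K in DN1p_CNMa-2-like, above the other named classes in 17 of 17 batches. In DN1p_CNMa-like it averaged 27.4 ± 22 TP10K, above the mean of the other named classes in 23 of 25 batches. Both classes were named with the help of this gene. The next class, s_LNv-like, had 5.80 ± 4.11 TP10K.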

Second, two of these five clusters, clusters 1 and 15, express the transcript encoding the neuropeptide Dh31 (Figure 4F). Previous results indicate that *Dh31* is expressed in some DN1ps, and loss- and gain-of-function studies of *Dh31* indicate that its expression within this set of clock neurons regulates fly sleep (Kunst et al., 2014; Goda et al., 2016). 

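*CNMa* (FBgn0035282; chromosome 3L, 1850915 to 1855591, minus strand), a marker of both DN1p_CNMa classes, averaged 140 ± 64.8 TP10K in DN1p_CNMa-2-like and 61.6 ± 56.1 TP10K in DN1p_CNMa-like. It was above the mean of the other named classes in 17 of 17 and 22 of 25 batches. The next class, DN3_20-like, had 5.96 ± 5.87 TP10K.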

Third, these same two clusters also express the transcript encoding the neuropeptide CNMa (Figure 4G). To verify the assignment of these two CNMa clusters, we used a chemoconnectome knock-in *CNMa-GAL4* to drive EGFP for immunohistochemistry. The only TIM-positive EGFP-positive neurons were in the position of DN1ps (Figure 4I). These six to eight EGFP-positive dorsal cells overlapped well with the well-known DN1p Clk4.1 driver (*Clk4.1M-LexA*), indicating that these two DN1p clusters contain about half the DN1ps (Figure 4J). Fourth, expression of the neuropeptide gene *AstC* mRNA identified only a single DN1p cluster, the larger *Dh31*-positive and *CNMa*-positive cluster 1 (Figure 4D), an assignment that is consistent with recent work indicating that *AstC* is expressed in a subset of DN1ps (Díaz et al., 2019).

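Among the DN1p classes, *AstC* averaged 138 ± 39.6 TP10K in DN1p_CNMa-like (SD, n = 25 batches), a class it helped to name. It was above the mean of the other named classes in all 25 batches. In DN1p_CNMa-2-like it averaged 5.78 ± 4.27 TP10K (SD, n = 17 batches). DN1p_Rh7-like had 24.8 ± 17.2 TP10K (SD, n = 23 batches), above the mean of the other classes in 5 of 23 batches. DN1a-like had 19.5 ± 20.3 TP10K, a spread as large as the mean.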

Lastly, *Rh7* expression identified an additional 6th DN1p cluster, cluster 4 (Figure 4E,H). 

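*Rh7* (FBgn0036260; chromosome 3L, 12164205 to 12175482, minus strand) encodes a rhodopsin and helped to name 3 classes, DN1p_Rh7-like, DN1p_7-like and DN2-like. It averaged 8.59 ± 5.49 TP10K in DN1p_Rh7-like (23 of 23 batches above the mean of the other named classes) and 6.31 ± 2.51 TP10K in DN1p_7-like (21 of 21 batches). DN2-like had 2.38 ± 1.88 TP10K (9 of 16 batches). DN1a-like, which *Rh7* did not name, had 2.26 ± 1.57 TP10K (15 of 24 batches). DN1p_18-like came next with 0.953 ± 0.799 TP10K. *gl* was at 0.194 ± 0.210 TP10K in DN1p_Rh7-like.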

*Rh7* mRNA is present in this cluster as well as three others: the DN1as, DN2s, and the *gl*-positive DN1p cluster 7 (Figure 4H). This assignment of cluster 4 to the DN1ps is despite the lack of robust *gl* expression and based in part on previous characterization of a *Rh7* mimic line. It indicated that *Rh7* may be only expressed in four to five DN1ps as well as the two DN1as (Kistenpfennig et al., 2017).

To further assess *Rh7* expression, we generated a split-GAL4 line using regulatory regions of *per* and *Rh7*; functional GAL4 should only be expressed in clock cells that also express *Rh7*. Consistent with the *Rh7* mRNA expression pattern in the clusters, this assay also indicated *Rh7* expression in two DN1ps and the DN2 neurons (Figure 4—figure supplement 1B).

The glutamate vesicular transporter mRNA *VGlut* is enriched in most dorsal neuron clusters (Figure 4K). 

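*VGlut* (FBgn0031424; chromosome 2L, 2400295 to 2410662, plus strand) averaged between 17.9 ± 5.68 TP10K in DN1p_7-like and 33.2 ± 12.2 TP10K in DN1p_CNMa-2-like over the 8 classes with the highest levels. It helped to name 3 of these, DN1p_CNMa-like, DN1p_CNMa-2-like and DN1p_6-like. Among the 5 it did not name were DN1a-like with 25.9 ± 8.48 TP10K and DN2-like with 23.4 ± 8.04 TP10K. Each of the 8 was above the mean of the other named classes in most of its batches, from 14 of 16 in DN2-like and 16 of 21 in DN1p_7-like to every batch of the rest. The other 7 classes lay between 1.95 and 2.49 TP10K.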

Consistent with this conclusion is a split-GAL4 assay with *Pdfr* and *VGlut* regulatory regions: it indicates that most DN1ps express *VGlut* (Figure 4—figure supplement 1C); the RNA profiling indicates that only a single DN1p cluster—the *gl*-negative *Rh7*-positive cluster 4—is an exception. These data are also consistent with prior studies indicating that some dorsal neurons are VGlut-positive, and glutamate expression is relevant to sleep-wake behavior (Guo et al., 2016; Guo et al., 2017; Hamasaka et al., 2007). 

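*VGlut* averaged 2.24 ± 1.51 TP10K in DN1p_Rh7-like (SD, n = 23 batches), above the other named classes in 0 of 23 batches. The other DN1p classes had at least 7 times this level, with 32.3 ± 12.5 TP10K in DN1p_6-like, 32.2 ± 13.4 TP10K in DN1p_CNMa-like and 23.3 ± 7.75 TP10K in DN1p_18-like. *VGlut* was a marker that named the first 2 of these, and not DN1p_18-like or DN1p_Rh7-like.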

In summary, six DN1p clusters were identified by the known and newly identified markers (Figure 4—figure supplement 1D).

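DN3_14-like held 43 cells and DN3_20-like 87 cells. *VGlut*, which named neither class, averaged 26.7 ± 9.93 TP10K in DN3_14-like (SD, n = 5 batches), against 2.49 ± 1.84 TP10K in DN3_20-like (SD, n = 16 batches). The neuropeptide genes *Pdf*, *ITP*, *Trissin*, *CCHa1*, *AstA* and *AstC*, which named other classes, lay in both DN3 classes within or below the range of the classes they did not name. In DN3_14-like and DN3_20-like *Pdf* was at 14.9 ± 16.1 and 12.7 ± 9.79 TP10K, *Trissin* at 0.836 ± 0.593 and 1.05 ± 1.33 TP10K, and *CCHa1* at 0.196 ± 0.20 and 0.181 ± 0.261 TP10K. *ITP* was at 5.36 ± 7.06 and 5.11 ± 3.43 TP10K, *AstA* at 0.625 ± 0.600 and 0.735 ± 0.684 TP10K, and *AstC* at 2.64 ± 1.36 and 4.75 ± 4.07 TP10K.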

The two final clusters, 14 and 20, are missing almost all marker genes identified in the better characterized clock neurons and were therefore assigned to the enigmatic DN3 population. The one exception is *VGlut*. It is expressed in Cluster 14, and previous studies have shown that some DN3s are glutamatergic (Hamasaka et al., 2007). 

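DN3_20-like was nearest to DN1p_Rh7-like, with a correlation of 0.929 over the most variable genes, followed by LPN-like with 0.924 and DN2-like with 0.913. DN3_14-like came 12th with 0.882 (SD over batches 0.0487), so the gap to the nearest class was about as large as the SD. The low rank of DN3_14-like was not limited to this pair, as it came 13th for LN_ITP-like and 14th for LNd_Trissin-like, and its own nearest class, LNd_NPF/LNd-like, had a correlation of 0.910. It rests on 43 cells in 5 batches, and its highest LD means of *tim*, 11.3 TP10K, and *vri*, 1.29 TP10K, and its *Clk* level of 0.608 TP10K at ZT2 lay within the range of the clusters without a name. Over all genes with a mean of at least 0.1 TP10K the correlation of DN3_20-like with DN3_14-like was 0.907, and with the log of the mean TP10K it was 0.874.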

Gene expression correlation analysis indicates that cluster 20 is similar to cluster 14 (Figure 3G), so we also assigned this last cluster to the DN3s.

### Enriched and cycling transcripts in the clock neuron clusters

To further characterize the gene expression profiles of these clock neuron clusters, we first addressed differential (enriched) gene expression. Each cluster shows a unique combination of marker gene expression (Figure 5—figure supplement 1A,B, Source data 1). Notably, TFs are prominently expressed in the clock clusters and extend well beyond the known clock gene TFs, for example Figure 2. Interestingly, some TF mRNAs are enriched in all clusters from a particular anatomical neuron group (Figure 5A). For example, *ham*, *D* as well as *gl* transcripts are enriched in most DN1p clusters (e.g. *ham* Figure 5B). 

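*ham* (FBgn0045852; chromosome 2L, 18762874 to 18792906, minus strand), which named no class, averaged between 1.33 ± 0.806 TP10K in DN1p_CNMa-2-like and 1.91 ± 1.18 TP10K in DN1p_18-like over the 5 *gl*-positive DN1p classes. It was above the mean of the other named classes in 25 of 25 batches of DN1p_CNMa-like and in 12 of 15 of DN1p_18-like. DN2-like had 1.66 ± 1.44 TP10K, and DN1p_Rh7-like 0.122 ± 0.126 TP10K. *D* (FBgn0000411) averaged 3.09 ± 1.59 TP10K in DN1p_6-like, 2.59 ± 1.11 TP10K in DN1p_CNMa-like, 2.51 ± 1.59 TP10K in DN1p_18-like, 2.16 ± 1.02 TP10K in DN1p_CNMa-2-like and 1.90 ± 0.916 TP10K in DN1p_7-like. It was highest in DN2-like with 3.77 ± 2.70 TP10K, and the LNd classes and LN_ITP-like had 2.18 to 2.50 TP10K, within the spread of the DN1p classes.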

Most striking is the cluster-specific TF expression in the DNs and LPNs (labeled in yellow). Each cluster has at least one TF mRNA enriched relative to the rest of the circadian network (Figure 5A, Figure 5—figure supplement 1C). For example, cluster 4 DN1s show strong expression of transcripts encoding *slou* and *so* and the TF mRNAs *hth*, *bi*, *toy*, and *Hr51* are enriched in all lateral neurons (e.g. *toy* and *Hr51*; Figure 5C,D). *opa* mRNA is specifically enriched in the LNvs (Figure 5E).

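*slou* (FBgn0002941) averaged 1.34 ± 0.639 TP10K in DN1p_Rh7-like, above the other named classes in 22 of 23 batches, and 0.0567 ± 0.137 TP10K in the next class. *so* (FBgn0003460) averaged 0.973 ± 0.645 TP10K there (23 of 23 batches), with 0.0465 ± 0.0577 TP10K in the next class. Both genes are markers that named DN1p_Rh7-like. *hth* (FBgn0001235), which named no class, averaged between 21.8 ± 3.96 TP10K in LNd_Trissin-like and 23.4 ± 5.45 TP10K in LNd_NPF/LNd-like over the 4 lateral classes, and the next class, DN2-like, had 10.3 ± 4.08 TP10K. *toy* (FBgn0019650) was at 8.53 ± 3.03 TP10K in LNd_NPF/LNd-like, 7.26 ± 2.76 TP10K in s_LNv-like, 3.84 ± 2.52 TP10K in LNd_Trissin-like and 3.72 ± 1.73 TP10K in LN_ITP-like, with LPN-like among them at 4.55 ± 3.53 TP10K. *bi* (FBgn0000179) was between 3.97 ± 1.84 and 5.33 ± 2.54 TP10K in the lateral classes and at 5.24 ± 2.36 TP10K in LPN-like. *Hr51* (FBgn0034012) was between 0.554 ± 0.260 TP10K in s_LNv-like and 1.13 ± 0.724 TP10K in LN_ITP-like, and LPN-like came next with 0.0868 ± 0.245 TP10K. *opa* (FBgn0003002) averaged 1.53 ± 0.659 TP10K in s_LNv-like, above the other named classes in 26 of 26 batches, and the next class had 0.0883 ± 0.142 TP10K. It is a marker listed for the l-LNvs, which have no class here.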

**Figure 5.**
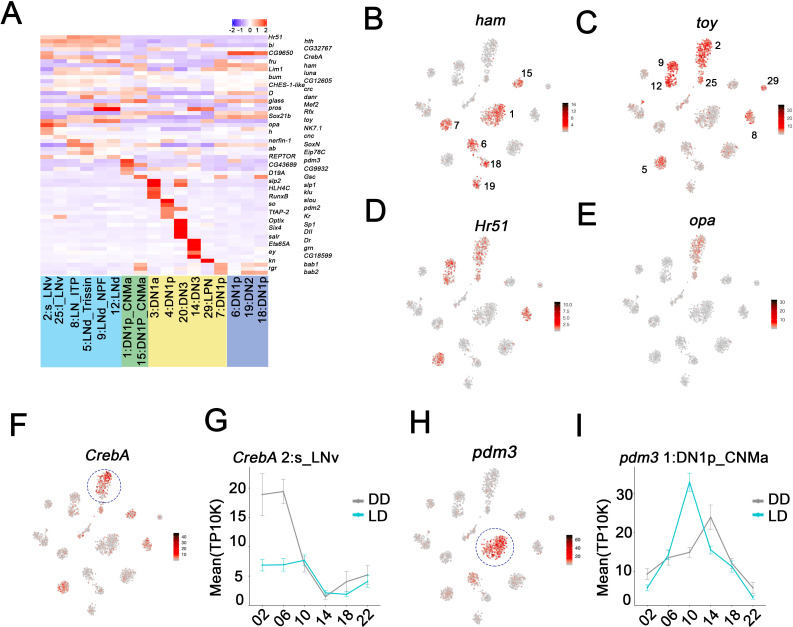
Enriched transcripts in identified clock neuron clusters. (**A**) Heatmap showing the enriched transcription factors expression in each cluster. (**B–E**) t-SNE plot showing *ham* (**B**), *toy* (**C**), *Hr51* (**D**), and *opa* (**E**) expression in clock neurons. Red indicates higher expression (color bar, TP10K). (**F**) t-SNE plot showing *CrebA* expression in clock neurons. Red indicates higher expression (color bar, TP10K). (**G**) Mean *CrebA* expression in 2:s_LNv neurons throughout the day in light:dark (LD) and constant darkness (DD) conditions. Error bars represent mean ± SEM. Cyan and gray lines indicate the gene expression in LD and DD conditions, respectively. (**H**) t-SNE plot showing *pdm3* expression in clock neurons. Red indicates higher expression (color bar, TP10K). (**I**) Mean *pdm3* expression in 1:DN1p_CNMa neurons at different times in LD and DD conditions. Error bars represent mean ± SEM. Cyan and gray lines indicate the gene expression in LD and DD conditions, respectively.

**Figure 5—figure supplement 1.**
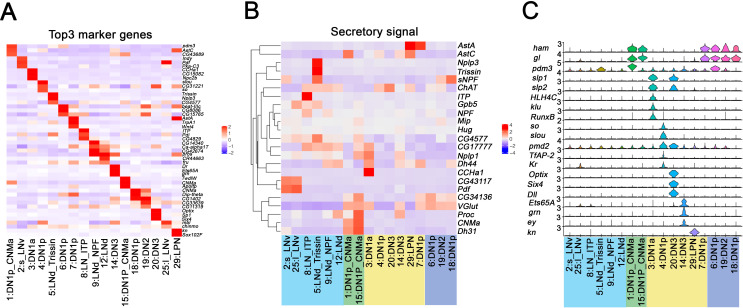
Enriched transcripts in identified clock neuron clusters. (**A**) Heatmap showing the enriched marker genes expression in each cluster. (**B**) Heatmap showing the enriched secretory gene expression in each cluster. (**C**) Violin plot showing the expression of DN1p- and LPN-enriched transcription factors. Light:dark (LD) and constant darkness (DD) data are plotted together, the y axis represents log normalized gene expression level.

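*CrebA* (FBgn0004396) lies on chromosome 3L from 15535395 to 15553214 on the plus strand. It averaged 7.01 ± 6.80 TP10K in s_LNv-like (SD, n = 26 batches), above the other named classes in 24 of 26 batches, and 3.56 TP10K in LNd_Trissin-like, the next class. In LD its level, averaged over the batches of s_LNv-like, was 6.73, 7.25 and 6.74 TP10K at ZT02, ZT06 and ZT10 and 1.82 and 1.88 TP10K at ZT14 and ZT18. The batches at ZT06 were at 4.54 and 9.96 TP10K. A 24 h rhythm fitted to the 13 LD batches had a log2 amplitude, from trough to peak, of 2.12 and a peak at 4.88 h (adjusted p = 0.0658 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In DD the amplitude was 3.56 and the peak at 3.45 h (adjusted p = 0.0805). Neither rhythm reached an adjusted p under 0.05 with all batches, but it did without 1 of the batches at ZT06 (0.0420) or 1 at ZT22 (0.0389) in LD, and without 1 at CT02 (0.0395) or 1 at CT18 (0.0281) in DD. With DESeq2 the adjusted p was 0.0107 in LD and 0.00466 in DD. *tim* in the same cells had an amplitude of 3.77 (adjusted p = 0.00194) in LD and 4.57 (adjusted p = 0.0160) in DD.

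**Figure D2:**
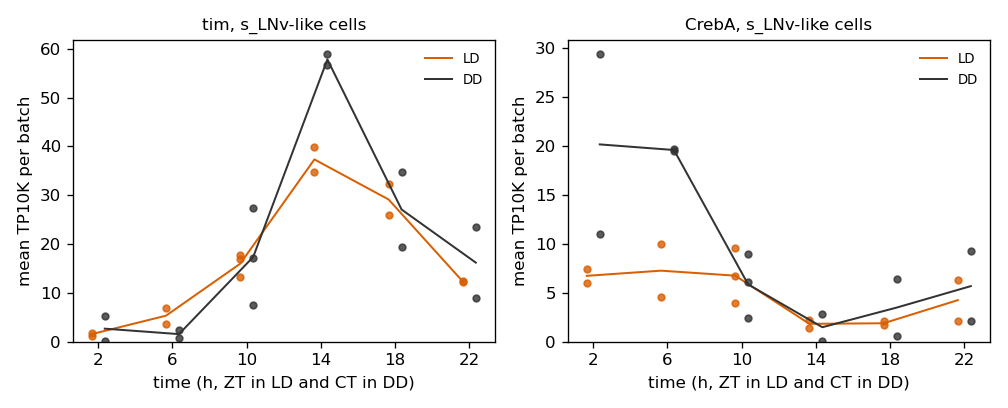
*tim* and *CrebA* in the s_LNv-like class by time of day. The x axis is time in h (ZT in LD, CT in DD), the y axis is mean TP10K per batch, points are batches with at least 3 cells and lines join the means over batches; *CrebA* is highest at ZT06 in LD with 7.25 TP10K and at CT02 in DD with 20.2 TP10K.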

Interestingly, *CrebA* mRNA is highly expressed in only some s-LNv cluster cells (Figure 5F; circle), due to robust oscillations under both LD and DD conditions (Figure 5G). 

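In DD, *CrebA* in s_LNv-like averaged 20.2 TP10K at CT02 (batches at 10.9 and 29.4) and 19.6 TP10K at CT06 (batches at 19.5 and 19.7), and fell to 1.48 TP10K at CT14. In a model over 26 batches and 325 cells of both light conditions, the log2 amplitude was 2.11 in LD and 3.59 in DD, a difference of 1.49. In fits that each left out 1 batch this difference ran from 0.866 to 2.33. The interaction of light condition and time had an adjusted p of 0.782 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This test found 0.575% of the changes simulated in tested genes of these batches, so it leaves open whether the amplitudes differ. At 2 and 6 h, the 4 DD batches, from 10.9 to 29.4 TP10K, all lay above the 4 LD batches, from 4.54 to 9.96 TP10K, and light condition cannot be separated from batch. In the test of the interaction 0 of 5210 genes of s_LNv-like passed, with 460 at an unadjusted p under 0.05. *pdm3* (FBgn0261588; chromosome 2R, 8327490 to 8396280, plus strand) averaged 13.1 ± 8.55 TP10K in DN1p_CNMa-like, above the other named classes in 25 of 25 batches. In LD it rose to 31.7 TP10K at ZT10 (batches at 24.4 and 39.0) from 3.69 TP10K at ZT22, a rhythm with a log2 amplitude of 2.76 and a peak at 10.5 h (adjusted p = 0.00782). Without 1 batch at ZT10 the amplitude of *pdm3* was 2.54 with an adjusted p of 0.0774. In DD it was highest at CT14 with 24.3 TP10K (batches at 22.5 and 26.2), and the fitted amplitude was 1.44 with a peak at 12.2 h (adjusted p = 0.174). In DD the adjusted p was 0.00131 with each library as a unit, and 0.00889 without a filter on low counts. With the batch number as a block the amplitude in DD was 2.22 with an adjusted p of 0.00365.

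**Figure D3:**
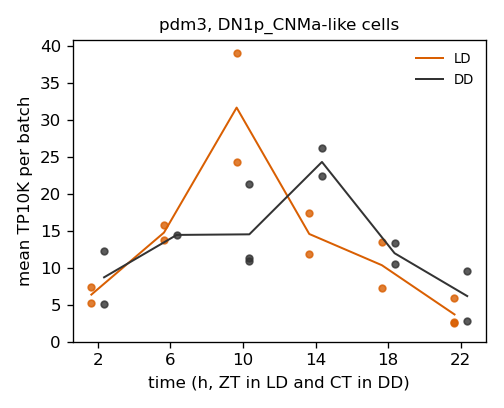
*pdm3* in the DN1p_CNMa-like class by time of day. The x axis is time in h (ZT in LD, CT in DD), the y axis is mean TP10K per batch, points are batches with at least 3 cells and lines join the means over batches; the LD curve is highest at ZT10 with 31.7 TP10K and the DD curve at CT14 with 24.3 TP10K.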

For unknown reasons, the amplitude of *CrebA* expression is more robust in DD than in LD. *pdm3* mRNA oscillates in the DN1p_CNMa cluster 1 with peak expression at midday (Figure 5H,I).

To address cycling gene expression more generally, we examined the entire single-cell RNA sequencing dataset for oscillating transcripts (cycling RNAs or cyclers) under both LD and DD conditions. 

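Cycling was tested in each class and light condition with edgeR's quasi-likelihood test on the UMIs summed per batch, with a cosine and a sine of 24 h as the time terms and Benjamini-Hochberg adjustment over the genes of the class. A class was fitted where every time point had a batch with at least 3 cells and at least 8 batches did, which held for 9 classes in LD and 11 in DD. A cycler needed an adjusted p under 0.05, a maximum over minimum of at least 1.5 and a maximum of at least 0.8 TP10K. The F24 score of the paper was not computed. With 8 to 13 batches per fit and the noise between them the power was low. In data simulated from the batches of s_LNv-like, with 200 genes given log2 amplitudes of 1 to 3, the test found 18.0% of those that passed the filter on low counts in LD and 28.4% in DD, and for DN1p_CNMa-like 8.90% and 23.7%. With noise from counting alone it found 64.0% in s_LNv-like in LD. A gene without a call is therefore not shown to lack a rhythm.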

The following cycling cutoffs were used: a JTK cycle Benjamini-Hochberg corrected q-value of less than 0.05, a F24 score of greater than 0.5, and a cycling amplitude (maximum expression divided by minimum expression) of at least 1.5-fold, and a maximal expression of at least 0.8 TP10K. Although these conservative criteria were used to mitigate against false positive (see Materials and methods), ~24% of all transcripts identified in the 17 clock neuron clusters (1320/5517) undergo time-of-day oscillations in at least one cluster (Figure 6—figure supplement 1A). 

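In LD, 177 genes were cyclers in at least 1 named class, and in DD 174. In LD or DD there were 269. In s_LNv-like, 142 of 4310 genes tested were cyclers in LD (687 at an unadjusted p under 0.05) and 92 of 3839 in DD (567). In DN1p_CNMa-like there were 43 of 4262 in LD (417) and 68 of 4964 in DD (839). DN3_20-like in LD, and DN1a-like, DN1p_18-like, DN2-like and LNd_NPF/LNd-like in DD, had 0 cyclers, with 105, 204, 81, 137 and 136 genes at an unadjusted p under 0.05. The smallest adjusted p values in s_LNv-like in LD belonged to *Argk*, *sli*, *CR44320* and *Sdc*, all 0.000541, and to *Sytbeta*, 0.000819, with log2 amplitudes of 3.33, 3.69, 4.73, 2.34 and 3.98. In DN1p_CNMa-like they belonged to *Dh31* (amplitude 4.48, adjusted p = 0.000904) and to *Clk*, *Proc*, *CG31183* and *Nhe2* (amplitudes 4.28, 6.50, 5.62 and 3.08, adjusted p = 0.00248 for each), with *Argk* at the same adjusted p. With the batch number as a block, s_LNv-like had 66 cyclers in LD and 18 in DD and DN1p_CNMa-like 25 in LD, and *Nhe2* had an adjusted p of 0.0581. Without a filter on low counts, the setting that moved the number most, 1143 genes were cyclers in LD or DD. Leaving out 1 batch at a time gave 212 to 383 in LD or DD, with 100 in LD without 1 batch at ZT10, and 76 in DD without 1 batch at CT06, which left 4 of the 11 classes to be fitted, or 293 without 1 batch at CT02. Of 100 random assignments of the time points to the batches, the real one included, 3 gave as many cyclers in s_LNv-like, 5 in DN1p_CNMa-like and 7 in any class, with the same numbers in LD and in DD. From its own calls under cutoffs it describes as conservative, the paper states which share of the transcripts identified in clock neuron clusters oscillates with time of day in one or more of them.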

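In LD, 172 of the 177 cyclers, or 97.2%, were found in 1 or 2 of the 9 classes fitted. Of these, 157 were found in 1 class and 15 in 2, and a further 3 were found in 3 classes and 2 in 4. Without a filter on low counts, the setting that moved it most, the share was 71.0%. Because few true rhythms of this size are found in any one class, a cycler of 1 class can be an undetected one of another, and the differences between classes were not tested.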

Notably, even under the more cycling-permissive LD conditions, 74% of the LD cycling transcripts are found in only one or two clusters. This specificity may be due in part to the difficulty in identifying cyclers from the smaller clusters (see Discussion). However, even the two largest clusters (Clusters 1:DN1p_CNMa and 2_sLNv) have only ~30% overlap. In contrast, the core clock gene transcripts are identified as cyclers in most of the 17 clusters in LD (*Clk* (11), *tim* (17), *vri* (12), and *Pdp1* (13)). 

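The LD cyclers of s_LNv-like and DN1p_CNMa-like overlapped in 13 genes, 7.56% of the 172 genes found in either class. These classes had 185 and 199 LD cells in 13 batches each. Without a filter on low counts the overlap was 23.7%, with each library as a unit 19.9%, and with the batch number as a block 13.8%.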

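*tim* was a cycler in 3 of the 9 classes fitted in LD, DN1p_7-like, LN_ITP-like and s_LNv-like, and had an unadjusted p under 0.05 in all 9. Its log2 amplitude ran from 2.69 to 5.19 between the 9 classes, with fitted peaks from 13.4 to 16.0 h. *Clk* was a cycler in DN1p_CNMa-like and s_LNv-like, with an unadjusted p under 0.05 in 8 classes, amplitudes from 1.95 to 4.60 and peaks from 1.52 to 4.29 h. *vri* was a cycler in DN1p_CNMa-like (8 classes at an unadjusted p under 0.05; amplitudes from 0.94 to 4.50). *Pdp1* (FBgn0016694) was a cycler in LNd_NPF/LNd-like, LNd_Trissin-like and s_LNv-like (9 classes; amplitudes from 1.04 to 2.52, peaks from 13.5 to 18.0 h). With DESeq2, *tim* and *Pdp1* were cyclers in 9 classes each and *Clk* and *vri* in 7 each. With the batch number as a block, *tim* was a cycler in 6 classes and *vri* in 4. Without 1 batch at ZT18, which left 3 classes to be fitted, *tim* and *Pdp1* were cyclers in 1 class each. *tim* was also in 1 without 1 batch at ZT22, with 8 classes fitted, and *Pdp1* without 1 batch at ZT02, with 6 fitted, and without 1 batch at ZT06 *tim* was in 5. *per* (FBgn0003068) was a cycler in 0 classes, with 6 at an unadjusted p under 0.05.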

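*Argk* was a cycler in 4 of the 9 classes fitted in LD (DN1p_CNMa-like, LNd_NPF/LNd-like, LNd_Trissin-like and s_LNv-like), with log2 amplitudes from 1.71 to 4.12 over the classes and peaks from 1.76 to 5.91 h. *CG15628* (FBgn0031632) was a cycler in the same 4 classes, with amplitudes from 1.89 to 3.81 and peaks from 11.4 to 15.0 h. Both had an unadjusted p under 0.05 in all 9 classes. With DESeq2 *Argk* was a cycler in 8 and *CG15628* in 9 of them, and without a filter on low counts in 7 and 8. With batches of at least 1 cell both were in 8 of 14 classes fitted, and without 1 batch at ZT18, which left 3 to be fitted, in 2. *Argk* was also in 2 without 1 batch at ZT10, with all 9 classes fitted, and without 1 batch at ZT02, with 6 fitted. *fne* (FBgn0086675) was a cycler in 0 classes, with 2 at an unadjusted p under 0.05 and amplitudes from 0.62 to 1.27.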

Several other transcripts also cycle in multiple clusters including the mRNA-binding protein *fne*, the arginine kinase *ArgK*, and the unknown transcript *CG15628* (Figure 6—figure supplement 1B and Supplementary file 1).

To address possible functions of the clock neurons cycling program, we first performed gene ontology (GO) term analysis on LD cyclers from the individual clusters (Supplementary file 2). This analysis was more informative for the larger clusters, as they had more cyclers than the smaller clusters. Although there are also significant GO terms shared between cyclers from different clusters such as behavior, neuron projection morphogenesis and G-protein-coupled signaling pathways, many of the GO terms indicate that cycling transcripts contribute to different processes in the different clusters. For example, the DN1p_CNMa cyclers (cluster 1) are enriched for chemical synaptic transmission (0.008), whereas the s-LNv cyclers (cluster 2) are enriched for cation membrane transport (2.1E-7).

We also performed GO term analysis on all cycling transcripts identified in any of the 17 clusters (Supplementary file 3). In addition to the GO terms identified in multiple individual clusters (Figure 6A, Asterix), several new GO terms emerged from the combined cyclers; they included second messenger-mediated signaling, cell-cell adhesion via plasma membrane adhesion molecules and axonogenesis (Figure 6A). These new functions required the pooling of cycling transcripts because each clock neuron cluster only contains one or two cycling transcripts from these large gene families. This small number is insufficient to identify the function from individual clusters. To try to learn a bit more about the importance of these GO terms relative to time of day, we examined whether these GO terms were specific to cyclers peaking in the day or night (Supplementary file 3). Interestingly, in LD, G-protein-coupled receptor signaling was identified as a GO term only for cycling transcripts that peak at night. In contrast neuron-projection morphogenesis was identified as a GO term only for cycling transcripts peaking during the day.

**Figure 6.**
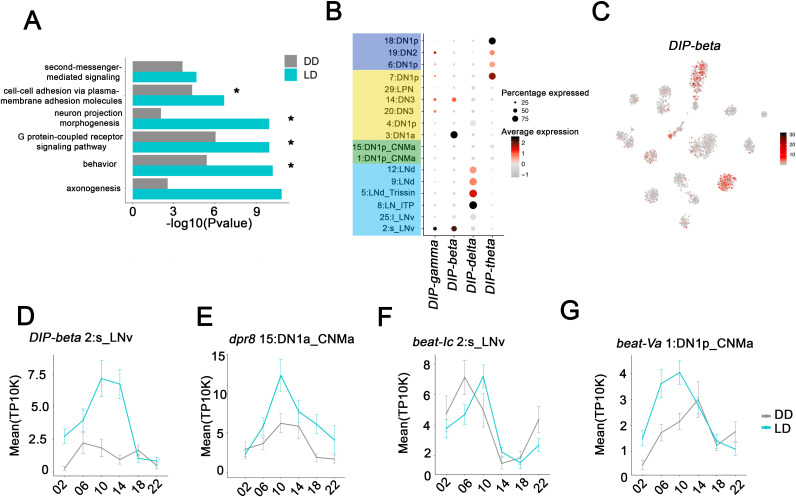
Neuron-specific cycling gene expression. (**A**) Gene ontology (GO) analysis of the all the cycling genes found in all the clock neuron clusters. GO terms that were also identified in cluster-specific GO term analysis are indicated by asterisks. (**B**) Dot plot showing the Dpr interacting protein (DIP) family gene expression in clock neuron clusters. Size of dot indicates what percentage of cells in a particular cluster that express the indicated DIP-family member. Color indicates the mean expression within that cluster. (**C**) t-SNE plot showing *DIP-beta* expression in clock neurons. Red indicates higher expression (color bar, TP10K). (**D–G**) Mean cell-cell adhesion gene expression throughout the day in different neuron clusters. *DIP-beta* expression in 2:s_LNv (**D**), *dpr8* expression in 15:DN1p_CNMa (**E**), *beat-Ic* expression in 2:s_LNv (**F**) and *beat-Va* expression in 1:DN1p_CNMa (**G**). Error bars represent mean ± SEM. Average gene expression shown in constant darkness (DD) (gray) and light:dark (LD; cyan).

**Figure 6—figure supplement 1.**
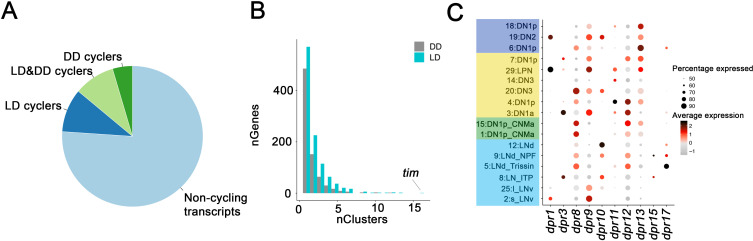
Oscillating transcripts in *Drosophila* clock neurons. (**A**) Pie chart of cycling transcripts in clock neurons in light:dark (LD) and constant darkness (DD) conditions. (**B**) Most cycling transcripts are specific to one or two clock neuron clusters. Bar graph shows how many transcripts were identified in 1, 2, 3, etc. clock neuron clusters. Only the core clock gene, *tim*, was found to be cycling in all 17 clusters. (**C**) Dot plot showing the gene expression of *dpr* family gene expression in clock neuron clusters. The size of the dot indicates what percentage of cells in a particular cluster that express the indicated Dpr interacting protein (DIP)-family member. Color indicates the mean expression within that cluster.

Two prominent examples of the axonogenesis category are the DIP (Dpr interacting proteins; 11 genes) and Dpr (Defective proboscis extension response; 21 genes) families. A DIP protein on the surface of a neuron has affinity for partner Dpr proteins, which together help drive synapse specificity during development (Cosmanescu et al., 2018). Four of 11 DIP transcripts are specifically enriched and undergo LD cycling in specific clock neuron clusters (Figure 6B). Similarly, 10 of 21 *Dpr* transcripts are enriched and undergo LD cycling in specific clusters (Figure 6—figure supplement 1C). 

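The files hold 9 genes named *DIP*, of which 7 were tested in at least 1 class in LD. *DIP-delta* (FBgn0085420; adjusted p = 0.0191, log2 amplitude 2.45, peak at 20.0 h) and *DIP-gamma* (FBgn0039617; adjusted p = 0.0406, amplitude 3.09, peak at 6.97 h) were cyclers, both in s_LNv-like. At an unadjusted p under 0.05 there were 5, and in DD there were 0 cyclers. The count rests on single batches: without 1 batch at ZT06, or at ZT22, it was 0. Without a filter on low counts, the setting that moved it most upwards, 4 *DIP* genes were cyclers, with the batch number as a block 1 was, and with the time point as a factor 0 were.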

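All 21 genes named *dpr* were tested in LD, and 11 had an unadjusted p under 0.05 in at least 1 class. *dpr1* (FBgn0040726; log2 amplitude 3.59, peak at 20.2 h, adjusted p = 0.00307) and *dpr15* (FBgn0037993; amplitude 4.05, peak at 19.4 h, adjusted p = 0.0307) were cyclers, both in s_LNv-like. In DD 4 were: *dpr10* in LNd_Trissin-like, *dpr13* in DN1p_CNMa-like, *dpr15* in s_LNv-like and *dpr9* in DN1p_6-like. With each library as a unit, the setting that moved the LD count most, 10 were cyclers in LD, and without 1 batch at ZT10, for example, or with the batch number as a block, 1 was.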

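*DIP-beta* (FBgn0259245) lies on chromosome X from 21422115 to 21457738 on the minus strand, and *dpr8* (FBgn0052600) on chromosome X from 14322226 to 14462351 on the plus strand. *DIP-beta* averaged 2.45 ± 2.43 TP10K in s_LNv-like (SD, n = 26 batches), above the mean of the other named classes in 19 of 26 batches. It averaged 3.35 ± 1.57 TP10K in DN1a-like (24 of 24 batches). In LD its level in s_LNv-like went from 1.10 TP10K at ZT18 to 6.15 TP10K at ZT10 (batches from 2.40 to 8.63) and 6.31 TP10K at ZT14, a rhythm with a log2 amplitude of 2.71 and a peak at 9.50 h (adjusted p = 0.0977 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With DESeq2 the adjusted p was 0.0215. In DD the amplitude of *DIP-beta* was 1.37 (adjusted p = 0.784). *dpr8* averaged 5.18 ± 3.21 TP10K in DN1p_CNMa-2-like, above the mean of the other named classes in 11 of 17 batches. It was nearly as high in DN3_20-like with 4.88 TP10K (14 of 16 batches) and DN1p_CNMa-like with 4.86 TP10K (20 of 25 batches). In LD only 48 cells of DN1p_CNMa-2-like were kept and no batch at ZT22 had 3 of them, so no rhythm was fitted. Over cells, *dpr8* averaged 2.32, 5.90, 12.6, 7.77, 5.98 and 3.55 TP10K from ZT02 to ZT22, highest at ZT10. In DD its amplitude was 1.73 with a peak at 9.73 h (adjusted p = 0.386), and with the batch number as a block 2.01 (adjusted p = 0.0240).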

Intriguingly, *DIP-beta* mRNA is enriched and cycles strongly in s-LNvs (Figure 6C,D), whereas a *Dpr8* transcript encodes one of its partner proteins and cycles with a similar phase in DN1ps (Figure 6E). Perhaps, cycling gene expression regulation of *DIP-beta* and *Dpr8* contribute to the circadian regulation of the known interaction between s-LNvs and DN1ps. Circadian regulation of an interaction between s-LNv termini and a target like DN1ps was the original suggestion for the function of s-LNv morphological cycling (Fernández et al., 2008; Petsakou et al., 2015).

*Beat* transcripts encode another Ig superfamily of molecules, which are involved in axonogenesis (Pipes et al., 2001) and show impressive cluster-specific enrichment and cycling (Figure 6F,G). 

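Of 13 genes named *beat*, all tested in LD, 10 had an unadjusted p under 0.05 in at least 1 class. *beat-Ia* (FBgn0013433) in s_LNv-like and *beat-VI* (FBgn0039584) in DN1p_CNMa-like were cyclers in LD, with log2 amplitudes of 3.09 and 1.86 (adjusted p = 0.0174 and 0.0498), and 0 were in DD. With DESeq2 8 *beat* genes were cyclers in LD and with each library as a unit 7, and in 11 of the 14 fits that left out a batch, and with the batch number as a block, 1 was. *beat-Ic* (FBgn0028644; chromosome 2L, 16000291 to 16041703, plus strand) averaged 3.91 ± 2.20 TP10K in s_LNv-like, above the mean of the other named classes in 25 of 26 batches. It averaged 3.86 TP10K in DN1p_18-like (14 of 15 batches). In s_LNv-like its amplitude was 1.69 in LD with a peak at 6.95 h (adjusted p = 0.0568, and 0.0185 without 1 batch at ZT06), and 2.09 in DD with a peak at 4.10 h (adjusted p = 0.20). *beat-Va* (FBgn0038087; chromosome 3R, 12840560 to 12848419, minus strand) averaged 2.03 ± 1.20 TP10K in DN1p_CNMa-like (23 of 25 batches) and 3.26 ± 1.81 TP10K in DN1a-like (23 of 24 batches). In DN1p_CNMa-like its amplitude was 1.94 in LD (adjusted p = 0.261) and 1.48 in DD (adjusted p = 0.359). With DESeq2 the adjusted p in LD was 0.00809 for *beat-Ic* and 0.0190 for *beat-Va*.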

We speculate that all three classes of cell surface molecules help temporally coordinate synaptic contacts, principles that function broadly within the circadian circuit and even elsewhere within the brain to superimpose time-of-day control on synaptic strength if not choice (Guo et al., 2018).

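From the enrichment and LD cycling of *DIP*, *dpr* and *beat* transcripts, the paper speculates about a role in timing synaptic contacts. The rhythms here are of mRNA in the cell bodies, and contacts between neurons were not measured.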

## Discussion

*Drosophila* adult brain clock neurons are known to be heterogeneous, based principally on their anatomy, immunohistochemistry, and functional characterization (Top and Young, 2018; Tataroglu and Emery, 2015; Peschel and Helfrich-Förster, 2011). To extend this characterization, we optimized a single-cell RNA sequencing protocol and applied it to most of the clock network, about 45 of the 75 neurons on each side of the brain. Only the numerous and poorly characterized DN3 clock neurons were mostly missing from the 45 assayed neurons.

We suspect that the identification of the 17 clock clusters reflects gene expression heterogeneity revealed by our modified CEL-Seq2 method. A large number of genes and UMIs resulted, which probably allowed for a more thorough definition of clock neuron cell type. The only fly brain neuron studies with similar sequencing depth per cell also reported comparable molecular heterogeneity (Li et al., 2020; Li et al., 2017).

The initial unsupervised clustering results were surprising. Assuming the immunostaining revealed all GFP-positive neurons (Figure 1A), the 39 clusters indicates about 1–2 cells/cluster from each side of the brain at about 8X coverage for each cell at each time point (Figure 1D). One possibility is that many of the small clusters are DN3 neurons that were inefficiently recovered during FACS sorting, due perhaps to lower *Clk* expression (Figure 2B).

The 17 final clock neuron groups contain a somewhat larger number of cells per cluster, about two to three, many of which are well-defined by immunohistochemistry and contain the predicted number of cells. They include for example the two DN1as, two LNd_Trissin cells, two DN2s, and the four s-LNvs. There are, however, clusters that contain too few cells, most notably the l-LNvs and the LPNs; they should contain four and three cells, respectively. As the correct cell numbers of l-LNvs and LPNs are easily visible by GFP-staining *of Clk856-GAL4* > *UAS-Stinger-GFP* brains, many of these neurons are probably poorly recovered or perhaps incorrectly assigned.

The clustering and analysis clarified several clock neuron identity issues for the LNds and the DN1ps. There is only one *ITP*-expressing cluster, which must contain the ITP-positive LNd as well as the fifth s-LNv. Their indistinguishable gene expression profiles fit nicely with recent neuroanatomical studies suggesting that they have nearly identical properties; they innervate the same brain areas with similar pre- and postsynaptic sites, and they both drive evening activity (Schubert et al., 2018; Hermann-Luibl et al., 2014). Most surprising perhaps was the division of the DN1ps into six clusters. Two of these express the recently characterized rhodopsin gene *Rh7*, and two others the neuropeptides CNMa and Dh31. All the CNMa cells reside close together in the dorsal brain and are spatially distinct from the rest of the DN1p population, yet they are still divided into two clusters based on this molecular profiling. Two recently identified sleep-promoting DN1p groups show novel projection patterns and should be relevant (Guo et al., 2018; Guo et al., 2016), but we do not know which DN1p clusters they define.

The clustering results reveal remarkable heterogeneity of clock neuron gene expression. Nonetheless, additional post-transcriptional regulation might also be important for neuronal function. There are few examples where the single-cell sequencing results are inconsistent with functional results. For instance, AstC-R2 is reported to be expressed in only one LNd (Díaz et al., 2019), yet its mRNA is expressed in both clusters 9 and 12. We speculate that this transcript (as well as others) may undergo post-transcriptional regulation that further refines protein expression within the clock neuron network.

There is abundant circadian regulation of mRNA cycling in the 17 clock neuron clusters. It is therefore surprising that the canonical property of clock gene cycling is not present in all of them. However, *vri* and *tim* mRNA cycle in all 17 clusters by eye (also see Figure 2), suggesting that the lack of universal clock gene cycling reflects some data variability combined with the conservative computational criteria used to define cycling. In contrast and with only a few exceptions, most non-clock gene mRNA cycling remains highly neuron-specific by eye as well as by computation. Moreover, 24% of detected transcripts displayed rhythmic expression in only one or a small number of clusters. Although this could be influenced by the difficulty in identifying cyclers within the smaller clusters, the overlap of cycling transcripts is limited even between the larger clusters.

Although so much neuron-specific cycling in these 17 clusters of clock neurons might seem surprising, our previous bulk sequencing study of three categories of clock neurons (PDF cells, LNds, and DN1s) came to a similar conclusion (Abruzzi et al., 2017). The large percentage probably reflects some specific temporal as well as spatial gene expression regulation occurring within clock neurons. However, this neuron-specific control recapitulates lessons learned from mammals as well as from flies about the circadian regulation of gene expression: this regulation is highly cell- and tissue-specific with only the exception of core clock genes and a handful of others. In this context of cell type and tissue, it is interesting that the mammalian brain has the lowest number of tissue-specific cycling transcripts (Zhang et al., 2014). Perhaps, this is because the brain has the greatest number of constituent cell types. Without assaying separately these cells, cell-specific cycling is invisible when assaying the complete tissue/organ. In this context, most of the cycling mRNAs identified in this study were not detected as cycling in fly head or brain mRNA (Hughes et al., 2012).

While this work was in progress, we became aware of a single-cell RNA sequencing study of the mouse SCN, the mammalian equivalent of the 150 fly clock neurons (Wen et al., 2020). Although only five neuronal subtypes were identified, this number is consistent with previous characterizations of SCN neuronal heterogeneity (Welsh et al., 2010). It is also possible that this heterogeneity is underestimated due to the lower sequencing depth afforded by droplet-based methods (Wen et al., 2020). We suspect that high-throughput commercial sequencing methods similarly underestimate neuronal heterogeneity because of limited sequencing depth. For example, they only identified 29 and 87 initial clusters in larval and adult *Drosophila* brains (Davie et al., 2018; Brunet Avalos et al., 2019).

In summary, this work reveals a surprising extent of fly brain clock neuron heterogeneity and provides a resource for future functional and mechanistic circadian studies. Although some of these features may be limited to the clock system, we suspect that neuronal heterogeneity will be more generally characteristic of fly brain circuits. This heterogeneity also helps explain why *Drosophila* has such a sophisticated behavioral repertoire despite a brain of only 100,000 neurons and suggests that many drivers that express in one or only a few neurons are likely to have substantial behavioral impact.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*D. melanogaster*)	UAS-Stinger	BDSC	RRID:BDSC_84277	
Genetic reagent (*D. melanogaster*)	R14F03-p65.AD	BDSC	RRID:BDSC_70551	
Genetic reagent (*D. melanogaster*)	VT029514-GAL4.DBD	BDSC	RRID:BDSC_75062	
Genetic reagent (*D. melanogaster*)	R18H11-p65.AD	BDSC	RRID:BDSC_68852	
Genetic reagent (*D. melanogaster*)	R51H05-GAL4.DBD	BDSC	RRID:BDSC_69036	
Genetic reagent (*D. melanogaster*)	P{10XUAS-IVS-myr::GFP}attP2	BDSC	RRID:BDSC_32197	
Genetic reagent (*D. melanogaster*)	Clk856-GAL4	Gummadova et al., 2009	Flybase: FBtp0069616	
Genetic reagent (*D. melanogaster*)	Clk4.1M-LexA	Guo et al., 2016	Flybase: FBtp0093698	
Genetic reagent (*D. melanogaster*)	UAS-EGFP	BDSC	RRID:BDSC_5428	
Genetic reagent (*D. melanogaster*)	UAS-FRT-STOP-FRT-CsChrimson.mVenus and LexAop-FLP	Guo et al., 2018		
Genetic reagent (*D. melanogaster*)	Trissin-LexA	Deng et al., 2019		
Genetic reagent (*D. melanogaster*)	Trissin-GAL4	Deng et al., 2019		
Genetic reagent (*D. melanogaster*)	CCHa1-GAL4	Deng et al., 2019		
Genetic reagent (*D. melanogaster*)	CNMa-GAL4	Deng et al., 2019		
Antibody	Anti-PER Rabbit polyclonal	Laboratory of Michael Rosbash		1:1000
Antibody	Anti-TIM Rat monoclonal	Laboratory of Michael Rosbash	RRID: AB_2753140	1:200
Antibody	Anti-PDF Mouse monoclonal	DSHB	RRID: AB_760350	1:500
Antibody	Anti-GFP Mouse monoclonal	Sigma-Aldrich	RRID: AB_390913	1:1000
Antibody	Chicken anti-GFP	Abcam	RRID: AB_300798	1:1000
Antibody	Rabbit anti-DsRed	Takara Bio USA	RRID: AB_10013483	1:200
Antibody	Goat anti-mouse polyclonal	ThermoFisher	RRID: AB_2536185	1:200
Antibody	Goat anti-rabbit polyclonal	ThermoFisher	RRID: AB_2576217	1:200
Antibody	Goat anti-rabbit polyclonal	ThermoFisher	RRID: AB_2633281	1:200
Antibody	Anti-PDF Mouse monoclonal	DSHB	RRID: AB_760350	1:500
Software, algorithm	FIJI	https://fiji.sc/	RRID: SCR_002285	
Software, algorithm	Microsoft Office Excel			
Software, algorithm	RStudio	https://rstudio.com	RRID: SCR_000432	Version 1.2.5033
Software, algorithm	Adobe Photoshop CC		RRID: SCR_014199	
Software, algorithm	Code for clustering and rhythmic gene expression analysis	This paper		R code Ma and Przybylski, 2020)

### Fly rearing

In all the experiments, equal numbers of males and females were used. Flies were reared in standard cornmeal medium with yeast under 12:12 hr LD cycles.

### FACS sorting of circadian neurons

Flies were entrained for 3 days in 12:12 LD (for LD) and subjected to constant darkness for 3 days (for DD) prior to dissection. Time points were taken every 4 hr around the clock. Fly brains were dissected with standard protocol (Abruzzi et al., 2017). Briefly, 20 µM DNQX, 0.1 µM TTX, and 50 µM APV were added into the dissection saline (HEPES-KOH 9.9 mM pH7.4, NaCl 137 mM, KCl 5.4 mM, NaH_2_PO_4_0.17 mM, KH_2_PO_4_0.22 mM, glucose 3.3 mM and sucrose 43.8 mM). The brains were digested with papain (50 unit/ml, ~2 µl per brain) at room temperature for 30 min. Digestion was quenched with a fivefold volume of the SM medium (active Schneider’s medium), and brains were washed twice with the ice-cold SM medium. Brains were triturated with flame-rounded 1000 µl pipette tips until most of the tissues were dissociated to single cells. The resulting cell suspension was filtered by 100 µm sieve prior to FACS sorting. The single-cell sorting was carried out with BD Melody. For single-cell sorting, single-cell sorting mode was used, cells were collected by 96-well plates or 384-well plates. Plates with sorted cells were centrifuged at 3000 *g* for 1 min at 4°C and then stored in −80°C until further processing.

### Single-cell RNA library preparation

The single-cell library prep was based on CEL-seq2 with some modifications (Paul et al., 2017; Hashimshony et al., 2016). *Drosophila* neurons were sorted into 96-well or 384-well plates prefilled with 0.6 µl primer mix; two empty wells on each plate were used as negative controls. We made four libraries from a 384-well plate. Sorted plates were centrifuged at 3000 *g* for 1 min at 4°C, and then stored in −80°C. Eppendorf EPmotion liquid handler was used to dispense first strand synthesis reagents (0.4 µl) and second strand synthesis reagents mix (6 µl). cDNA from 96 different primers was pooled together, and 0.8-fold AMPure beads (0.8-fold ratio; Beckman Coulter) were used for cDNA clean up before the in vitro transcription. The RNA from the first round of IVT was purified by 0.8-fold RNAClean XP beads (0.8-fold ratio) and was used as a substrate for another round of first strand synthesis at 42°C for 2 hr using second-round primers (second Round Primer: NNNNNN), RNA:DNA hybrids were digested with RNase H (Thermal Fisher #18021014) at 37°C for 30 min. The second-round second-strand synthesis was carried out at 16°C with a T7-RA5 primer (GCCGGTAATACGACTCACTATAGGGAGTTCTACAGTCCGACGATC). The resulting cDNA underwent another final second round IVT step at 37°C overnight and followed ExoSAP treatment (Affymetrix 78200) for 15 min at 37°C. Other steps were performed as described in the CEL-Seq2 protocol. Each single cell was sequenced on an Illumina Nextseq 550 sequencing system at a depth of ~0.5 million reads.

### Immunohistochemistry

Immunohistochemistry was performed on 3–5 days old flies. Flies were entrained in LD conditions for 3 days before being fixed with 4% (vol/vol) paraformaldehyde with 0.5% Triton X-100 for 2 hr and 40 min at room temperature. Brains were dissected with standard protocol in 0.5% PBST. The brains then washed twice (10 min) in 0.5% PBST buffer and blocked overnight in 10% Normal Goat Serum (NGS; Jackson ImmunoResearch Lab) at 4°C. The brains were then incubated in rabbit anti-PER at 1:1000 dilution, a rat anti-TIM at 1:200 dilution, a mouse or chicken anti-GFP antibody at a 1:1000, a rat anti-RFP antibody at 1:200, or a mouse anti-PDF antibody at 1:1000 for overnight, then the brains then washed twice (10 min) in 0.5% PBST buffer. The corresponding secondary antibodies were added and incubated for overnight. Brains were mounted in Vectashield (Thermal Fisher) and imaged on a Leica SP5 confocal microscope.

### Pre-processing of scRNA-seq data

scRNA-Seq data aligned to the *Drosophila* genome (dm6) using zUMIs (Parekh et al., 2018), together with STAR with default setting (Dobin et al., 2013). Only the alignments to annotated exons were used for UMI quantitation. Next, we filtered out low-quality cells using the following criteria: (1) fewer than 1000 or more than 6000 detected genes (where each gene had to have at least one UMI aligned); (2) fewer than 6000 or more than 75000 total UMI; (3) gene expression entropy smaller than 5.5, where entropy was defined as -nUMI * ln(nUMI) for genes with n*UMI >0*, where nUMI was a number of UMI in a cell.

We reported a relative, normalized number of UMIs in a cell as TP10K – transcripts per 10 thousand transcripts. Except where indicated specifically (*NPF* expression in LD), the reported gene expression on t-SNE plot is from LD and DD together.

### Dimensionality reduction and clustering

We integrated the data from six time points and LD and DD conditions using integration functions from Seurat 3 (version 3.0.2) package (Butler et al., 2018). First, we separately transformed data from each time point and condition using the normalization and variance stabilization of counts (SCTransform function in Seurat), regressing out numbers of genes, UMIs, detected genes per cell, sequencing batches, percentage of mitochondrial transcripts, and computing 3000 variable genes at each time point and condition. Next, we found a subset of variable genes that were common to six time points in LD and DD conditions. From this set of common variable genes, we removed the mitochondrial, ribosomal, and transfer RNA genes. The resulting, filtered set of genes was used for integrating data from all time points and conditions using Seurat *FindIntegrationAnchors* and *IntegrateData* functions using top 50 canonical correlation analysis (CCA) eigenvectors from canonical correlation analysis. Finally, we performed principal component analysis (PCA) on scaled gene expression vectors (z-scores) and reduced the data to the top 50 PCA components. We used graph-based clustering of the PCA-reduced integrated data with the Louvain method. We clustered the dimensionally reduced data using *FindNeighbors* and *FindClusters* functions in the Seurat package. We visualized the clusters on a two-dimensional map produced with t-distributed stochastic neighbor embedding (t-SNE).

### Differentially expressed genes in each cluster

We computed genes that were differentially expressed in each cluster using a negative binomial generalized linear model (Seurat *FindAllMarkers* function with a latent variable indicating time, sequencing batch, and condition). For each gene, the expression in a given cluster was compared with expression of cells in the remaining clusters. The p-values were adjusted for multiple hypothesis testing using Bonferroni method. We used an adjusted p-value significance of 0.05 and fold change cutoff of 1.25 as the threshold of significant differential expression.

### Identification of cycling transcripts

Cycling transcripts were identified using both the JTK cycle component of MetaCycle (Wu et al., 2016) and Fourier transformation (Wijnen et al., 2006). In MetaCycle, cycling transcripts in each cluster were identified by treating each individual cell as a replicate. Since Fourier transformation is designed for two replicates of circadian timepoints, the single cells at each timepoint were randomly split into two groups using a custom script and mean expression for each group was calculated resulting in two six time point datasets that were used for Fourier analyses. To be considered cycling, the following cutoffs were used: a JTK cycle Benjamini-Hochberg corrected q-value of less than 0.05, a F24 score of greater than 0.5, and a cycling amplitude (maximum expression divided by minimum expression) of at least 1.5-fold, and a maximal expression of at least 0.8 TP10K. If minimum expression was zero, transcripts passed amplitude cutoffs if they met expression requirements.

### Gene ontology analysis

Gene ontology analyses were performed using g:Profiler (Raudvere et al., 2019). All gene lists were compared to a custom background list that consisted of all genes expressed in the Clk856-GAL4 neuron clusters at a value of at least 0.8 TP10K. Separate background corrections were used for LD and DD conditions. A g:SCS corrected p-value of less than 0.05 was used as a cutoff for significance.

## Data Availability

The single-cell RNA sequencing data has been deposited in GEO under the accession code GSE157504. Code used in this analysis has been deposited in GitHub (https://github.com/rosbashlab/scRNA_seq_clock_neurons), copy archived at swh:1:dir:19da0c557f8884812d196e912af760ba5f5ffe2b. The following dataset was generated: MaDPrzybylskiDAbruzziKCSchlichtingMLiQLongXRosbashM2021A transcriptomic taxonomy of Drosophila circadian neurons around the clockNCBI Gene Expression OmnibusGSE15750410.7554/eLife.63056PMC783769833438579

How the deposited data were processed for this re-analysis (not part of the article)

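The data are CEL-Seq2 libraries of single EGFP-positive neurons from fly brains, sorted into wells at 6 time points in LD and at 6 in DD. The authors aligned the reads to dm6 with zUMIs and STAR and deposited UMI counts of annotated exons per gene and well, with no normalization and no filter on wells. The release of the gene annotation is not stated. Every value was a whole number, with 4096 as the highest count of a gene in a well, over 15801 genes, the spike-ins and EGFP. Spike-ins and EGFP were left out of library sizes and tests. Wells without a cell were not told apart from wells with poor RNA and were not analysed here. The libraries number 84, with 94 to 96 wells and a median of 1152990 UMIs. Genome coordinates were taken from an Ensembl annotation of the same assembly, by gene symbol.

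Cells were kept with 1000 to 6000 genes, 6000 to 75000 UMIs and an entropy of at least 5.5, counted over genes. Other definitions of the entries counted were tried after the number of cells had been compared with that of the paper, and the first one was kept. Clustering used Seurat 5.3.0 and sctransform 0.4.2 in R 4.3.3, in place of the version of the paper, with 3000 variable genes in each of the 12 combinations of light and time, 274 of them shared, and 50 dimensions. The resolution was the lowest of those with the number of clusters nearest to 39. As 37 and 41 clusters are equally near, the lowest resolution with 41 was added as an alternative. The lists of marker genes were set before the data were examined, as were the tests, the cell limits and most alternatives. The thresholds for naming a cluster (2-fold with 0.1 TP10K added, 20% of cells, 3 markers, 2 among the 10 genes with the highest fold and a UMI in 25% of cells), the need for the defining gene of a class, and the merged LNd name were set after the genes of the clusters had been seen. Names therefore rest on fewer safeguards than the tests do. The limit of 100 TP10K for a *Pdf*-rich cluster was also set with the means in view. No doublet caller was run.

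Rhythms were tested with the quasi-likelihood test of edgeR 4.0.16 on UMIs summed per batch and class, with TMM normalization, its filter on low counts and Benjamini-Hochberg adjustment. The terms were a cosine and a sine of 24 h, and amplitudes are log2 differences from trough to peak of the fit. Batches with fewer than 3 cells of a class were left out, and a class needed 8 batches. A cycler has an adjusted p under 0.05, a maximum over minimum of 1.5 and a maximum of 0.8 TP10K. LD and DD were compared with a joint fit, for the light condition with time points as a factor and for rhythms with the interaction. The rule for which classes enter a joint fit was set after the numbers of batches per class were known and before any result. The 2 light conditions share no batch number, and a difference between them cannot be told apart from one between batches. The batch numbers are written as dates in the labels and recur between time points, and they were taken to pair the samples for a fit with the number as a block. The labels do not say what a number marks, and the values show a pairing in part at most: the deviations of batches from the means of their time points had a correlation over 0.1 in 7 of 14 pairs with the same number in LD and 3 of 4 in DD, against 25 of 67 and 20 of 66 with other numbers. The genes named in the text are those that the results of the paper name and, among the LD cyclers of s_LNv-like and DN1p_CNMa-like, the 5 with the smallest adjusted p; families are given as counts with their cyclers.

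The tests were tested on data simulated from the batches, with 200 changed genes and 5 simulations. Of the changed genes that passed the filter on low counts, the test of light condition found 66.7% in LNd_NPF/LNd-like and the interaction 0.575% in s_LNv-like and 0.565% in DN2-like, with at most 4.17% false calls at the noise of the data. The genes changed for the interaction had no rhythm in LD and log2 amplitudes of 1 to 3 in DD. For such changes the power of the interaction test was thus close to none. Shifts between strong rhythms in LD and DD were not simulated, so the power for them is not known. With noise from counting alone the interaction found 68.8% and the test of light condition 99.3%. Time points were assigned to batches at random 100 times, and LD and DD exchanged within time points 50 times, a number lowered from 100 to limit the time of the fits after the outcome of the longer run had been seen. The outcome of both runs was on the same side of 0.05 for each result.

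Alternatives were no filter on low counts, library size in place of TMM, DESeq2 1.42.0 with its likelihood ratio test, each library as a unit, at least 1 or 6 cells per batch, the time point as a factor, the batch number as a block, no limits on amplitude or level, another resolution, log-normalized values without integration, 1000 genes as the only cell limit, and leaving out each batch. The lists of cyclers in the supplement of the paper were held in part for LD, so their overlap with the calls was not tested, and GO terms and lists of transcription factors were not used here. Images were not analysed here. Other computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.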

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

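Tests of the points below were set before the data were examined, except the comparison of *tim* between classes, within one batch and by fitted peaks, and the reading of the fits without single batches, which were made after the values were seen.

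The shift of the *tim* rhythm in DN2-like between LD and DD, -6.31 h, stands out as a difference between groups by the test of the interaction. This test covers amplitude as well as peak, and the fitted shift is well short of antiphase. The class was named by markers of the paper's DN2 cluster, which the paper assigned by its phase in DD in these same data. Of 50 random exchanges of LD and DD within time points, the real one included, 2 gave a statistic as large. In the batch with the highest *tim* in DN2-like, at CT06, DN2-like cells averaged 34.2 TP10K and s_LNv-like cells 2.40 TP10K. At CT18 libraries with the same batch number averaged 3.52 TP10K in DN2-like and 34.7 TP10K in s_LNv-like. A wrong time label of a batch would move both classes alike, so these values argue against one as the whole cause. A difference between the sets of batches and one between light conditions cannot be told apart, as no batch number holds both. Most time points have 1 batch of this class with 3 to 10 cells, a few misassigned cells were not excluded, and in 4 of the 8 fits that could leave out a batch the adjusted p was above 0.05, up to 0.0950 without 1 batch at ZT02. The interaction was also fitted in s_LNv-like and in no other class, with a shift of *tim* of 0.60 h (adjusted p = 0.918). The DD peaks of *tim* were late in s_LNv-like (15.8 h), DN1p_CNMa-like (16.0 h), DN1a-like (16.0 h), LNd_Trissin-like (16.5 h) and LN_ITP-like (14.3 h), and at 12.6 h in DN1p_6-like, which argues against a difference between batches that moves every class alike. Early DD peaks were not limited to DN2-like. The fitted DD peak was at 9.51 h in DN1p_Rh7-like (13.4 h in LD) and at 11.2 h in LNd_NPF/LNd-like (14.0 h in LD), and at 10.1 h in DN1p_18-like and 10.2 h in DN1p_CNMa-2-like, which had no LD fit. *tim* was not a cycler in DD in these 4 classes, and their shifts were not tested. In DN2-like *tim* was not a cycler in DD either (adjusted p = 0.173 from the test of the rhythm in DD alone). *Clk* was a cycler in DD in DN1p_Rh7-like, with fitted peaks at 19.7 h in DD and 1.76 h in LD. *vri* was a cycler in DD in DN1p_CNMa-2-like, with a peak at 8.22 h. The other DD fits of *Clk* and *vri* in these 4 classes gave no call. A change of phase in DD may underlie the shift, as may a difference between batches that reaches some classes.

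In DD at CT06, the median of 54616 UMIs per cell in 1 library lies far from the other 7 libraries, the next at 21838.5. The gap is 0.784 of the whole range. Libraries at CT06 kept as few as 3 wells and held as few as 191993 UMIs, the lowest values of all libraries. The median of 54616 may therefore rest on few wells and need not mark a deep library. In LD at ZT02, a library has a median of 24713.5 UMIs against 19101 in the next, a gap of 0.637 of the range over 6 libraries. In all, 24 groups of libraries were tested, and chance alone gives about 1 in 20. No class had 3 cells in the batch of this CT06 library, so the fits of rhythms in DD do not hold it. Without the batch of this ZT02 library the LD cyclers were 88 in s_LNv-like and 25 in DN1p_CNMa-like, against 142 and 43 with it. Without the other batch at ZT02 they were 89 and 18, so the loss is not specific to the batch of this library. Depth of sequencing of single libraries was not tested as the cause, and no biological explanation was tested.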

How the results depend on the processing

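The resolution of 1.8, the naming from 1 marker among the top 10 genes, and the cell limits over every entry of the files were added after seeing the data. The default resolution of Seurat that was to be tried is the one chosen, 0.8, so it gives no other value. Among the results that answer a comparison, 304 values under the alternatives kept their direction and side of the threshold, 94 counts or values moved, 20 rhythms or differences newly passed the threshold on the adjusted p, 2 no longer passed it, and 0 reversed. Among the other results 285 were kept, 14 moved and 6 no longer passed. These counts do not include the fits that left out a batch. In those, the shift of *tim* in DN2-like no longer passed in 4 fits and *pdm3* in LD in 1. *CrebA* newly passed in 2 fits in LD and 2 in DD, and *beat-Ic* in LD in 1. Resolutions of 1.2 and 1.8 changed no call of the results that answer a comparison and moved their values little, to 178 cyclers in LD, with 176 of the 177 shared, 271 in LD or DD and an overlap of 8.09%. Naming from 1 marker gave the same 177 cyclers in LD and 174 in DD. Unless a cause is named, the cause was not tested.

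Without a filter on low counts, the cyclers in LD were 359 in s_LNv-like, 278 in DN1p_CNMa-like and 766 in any named class, in DD 294, 402 and 752, and 1143 in LD or DD. The share in 1 or 2 classes was 71.0%, the overlap 23.7%, and the classes with cycling *tim*, *Clk*, *vri* and *Pdp1* 9, 6, 7 and 8. *DIP* and *dpr* genes were 4 and 4, and 2 classes had higher *NPF* in DD. Amplitudes of rhythms now past the threshold were 2.16 (LD) and 3.4 (DD) for *CrebA*, 2.72 for *DIP-beta* in LD and 1.47 for *pdm3* in DD, and the shift of *vri* in DN2-like was -7.15 h. Of the 177 LD cyclers 159 were among the 766.

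With DESeq2, the cyclers in LD were 326, 173 and 589, in DD 204, 195 and 456, and 791 in LD or DD, in the same order. The share in 1 or 2 classes was 88.3%, the overlap 14.7%, the clock genes cycled in 9, 7, 7 and 9 classes, and 9 *dpr* and 8 *beat* genes cycled. 1 class had higher *NPF* in DD. *CrebA* passed the threshold with 2.01 in LD and 3.68 in DD, *DIP-beta* with 2.64, *beat-Ic* with 1.60 and *beat-Va* with 1.86 in LD. Of the 177 LD cyclers 176 were called.

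With each library as a unit, which treats libraries of one batch as independent, the cyclers in LD were 483, 300 and 842, in DD 309, 441 and 670, and 1142 in LD or DD. The share was 89.2%, the overlap 19.9%, the clock genes cycled in 7, 5, 6 and 6 classes, and 10 *dpr* and 7 *beat* genes cycled. 2 classes had higher *NPF* in DD. *CrebA* passed with 2.11 in LD and 2.96 in DD, *DIP-beta* with 2.78 in LD, *beat-Ic* with 1.55 in LD and 2.47 in DD, *pdm3* with 1.55 in DD and *beat-Va* with 1.88 in LD. The 177 LD cyclers were all among the 842.

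With the time point as a factor, which takes 3 more degrees of freedom, the LD cyclers were 74 in s_LNv-like, 8 in DN1p_CNMa-like and 88 in any named class, and the DD ones 31 in s_LNv-like and 19 in DN1p_CNMa-like. In DD the number in any class rose from 174 to 233, with 73 of the 174 shared, and in LD 70 of the 177 were. *vri* cycled in 2 classes, *Pdp1* in 1, *DIP* genes were 0 and *dpr* genes 1. *pdm3* in LD, with 3.09, was no longer past the threshold. For *vri* in DN2-like the value was -12.0 h, the gap between the highest time points in LD and DD and not a fitted shift. With the log-normalized values without integration, 5 genes cycled in LD in DN1p_CNMa-like, 37 in LD in any class, 115 in DD and 140 in either, with an overlap of 0%. *Clk*, *vri* and *Pdp1* cycled in 1, 2 and 1 classes, *DIP* and *dpr* genes were 0 and 0, and *pdm3* in LD, with 2.40, was no longer past the threshold. In this clustering s_LNv-like in LD and DN1p_CNMa-like in DD could not be fitted, which removes their cyclers from these numbers and leaves the overlap at 0. The DN2-like comparisons could not be fitted with each library as a unit, with at least 6 cells, with the cell limits over every entry or without integration, and a comparison of *NPF* with time points as a factor is the one reported.

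With the cells of at least 1000 genes only, LD cyclers in DN1p_CNMa-like were 78, the share 93.4%, the overlap 15.3%, the classes with *tim* 6 and with *vri* 2, and *DIP* genes 0. With at least 6 cells per batch, DD cyclers were 51 in s_LNv-like and 105 in any class. With at least 1 cell the share was 91.0%, the overlap 13.0%, the clock genes cycled in 8, 5, 4 and 5 classes, and *DIP* and *dpr* genes were 1 and 4. With the cell limits over every entry of the files, *vri* cycled in 2 classes and *DIP* genes were 1, and with library size alone *DIP* genes were 1. On the linear scale the correlation of LD and DD was 0.845.

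With the replicate block, which takes the batch number as a factor, the LD cyclers were 66 in s_LNv-like and 25 in DN1p_CNMa-like, and the DD ones 18 in s_LNv-like. In any class there were 134 in LD, with 81 of the 177 shared, and 245 in DD, with 84 of the 174 shared. The share was 93.3%, the overlap 13.8%, *tim* cycled in 6 classes and *vri* in 4, *DIP* genes were 1 and *dpr* genes 1. *pdm3* with 2.22 (adjusted p = 0.00365) and *dpr8* with 2.01 (adjusted p = 0.0240) in DD passed the threshold, *Nhe2* in LD no longer did, and the other single rhythms followed under the alternatives kept their calls. For *CrebA* the block left the comparison of LD and DD without a call, and for *NPF* and the DN2-like comparisons it could not be estimated.

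Across the fits that each left out 1 batch, the LD cyclers ran from 84 to 166 in s_LNv-like, 16 to 60 in DN1p_CNMa-like and 100 to 201 in any class, and the DD ones from 58 to 145, 30 to 108 and 76 to 293. The share ran from 95 to 100%, the classes with *tim* from 1 to 5, *vri* 1 to 2, *Pdp1* 1 to 4, *Argk* 2 to 4 and *CG15628* 2 to 5, and the genes of *DIP* from 0 to 2, *dpr* 1 to 3 and *beat* 1 to 2. Amplitudes ran from 2.00 to 2.33 for *CrebA* in LD and 3.11 to 4.60 in DD, 1.48 to 1.92 for *beat-Ic* in LD, and 2.50 to 2.98 for *pdm3* in LD. The shift of *tim* ran from -6.85 to -5.58 h, and the classes with higher *NPF* from 0 to 1. Without 1 batch at ZT18, 3 of the 9 LD classes could be fitted, and without 1 at CT06 4 of the 11 DD classes, which removes the cyclers of the others. A fit without a batch that it did not hold was not counted.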

Differences from the paper's values

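The paper has 1320 cyclers in LD or DD, and the calls here give 269. Of the alternatives set before the data were examined, no filter on low counts (1143) and each library as a unit (1142) are within the margin of the paper's value, and the others are not. As a share, about 24% of transcripts in the paper and 4.05% of the genes tested here were cyclers, with 26.3% with each library as a unit, the alternative within the margin, and 7.38% without a filter on low counts. The overlap of the LD cyclers of s_LNv-like and DN1p_CNMa-like is about 30% in the paper and 7.56% here, and 23.7% without a filter on low counts, the alternative that comes within the margin. The paper has *Clk* cycling in 11 clusters, *tim* in 17, *vri* in 12 and *Pdp1* in 13, and here they cycle in 2, 3, 1 and 3 classes of 9 fitted. As shares of the classes fitted, *Clk*, *tim*, *vri* and *Pdp1* came within the margin without a filter on low counts (6, 9, 7 and 8 of 9), with DESeq2 (7, 9, 7 and 9 of 9) and with each library as a unit (5, 7, 6 and 6 of 8). *tim* did so also with the replicate block (6 of 9) and *vri* without integration (2 of 4), and no other alternative set before the data were examined closed these gaps. The paper has 4 cycling *DIP* genes against 2 here, with 4 without a filter on low counts, 3 with DESeq2 and 3 with each library as a unit, and 10 cycling Dpr genes against 2 here, with 9 with DESeq2 and 10 with each library as a unit. The paper has 74% of LD cyclers in 1 or 2 clusters, against 97.2% here and 71.0% without a filter on low counts. It has 4671 cells against 4595 here, and definitions chosen after seeing these values gave 4672 over every entry of the files and 4670 over every entry but EGFP. The classes fitted here are fewer than the clusters of the paper, and the paper treats cells as replicates in its MetaCycle calls.

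The paper lists *CrebA*, *DIP-beta*, *beat-Ic*, *beat-Va* and *fne* among cyclers. Here *CrebA* and *beat-Ic* in s_LNv-like in LD had adjusted p of 0.0658 and 0.0568, *DIP-beta* 0.0977 and *beat-Va* in DN1p_CNMa-like 0.261. No filter on low counts calls *CrebA* and *DIP-beta*, and DESeq2 and each library as a unit call *CrebA*, *DIP-beta*, *beat-Ic* and *beat-Va*. *fne* had 0 classes in LD, with 2 at an unadjusted p under 0.05, and the smallest adjusted p was 0.389. The paper states higher *NPF* in DD in most clusters; here the fitted level was higher in 8 of 9 classes but 0 passed, with 3 at an unadjusted p under 0.05, with 2 without a filter on low counts, 2 with each library as a unit and 1 with DESeq2. The paper reports antiphase cycling of *tim* and *vri* in its DN2 cluster. Here the fitted shifts of *tim*, -6.31 h, and of *vri*, -7.11 h, were well short of antiphase. The interaction of *vri* had an adjusted p of 0.544 (edgeR's quasi-likelihood test), in a test that found 0.565% of the changes simulated in tested genes. Those changes were rhythms in DD alone, not shifts of strong rhythms. The interaction of *vri* passed without a filter on low counts and with the time point as a factor. The paper names a single l-LNv cluster, and here none was named. The paper describes its cluster 20 as similar to its cluster 14, and here DN3_14-like was 12th nearest to DN3_20-like, and also 13th and 14th nearest to LN_ITP-like and LNd_Trissin-like, with at most 0.910 to any class.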

Other observations

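The tests here were set before the data were examined, except the test of depth per cell, which was chosen after the result was seen. Of 100 random assignments of the time points to the LD batches, the real one included, 3 gave as many cyclers in s_LNv-like, 5 in DN1p_CNMa-like and 7 in any named class. The largest numbers among the other assignments were 245, 390 and 597, with medians of 0, 0 and 3. In DD the numbers of assignments with as many cyclers were again 3, 5 and 7, with at most 131, 156 and 319 in the others. For DN1p_CNMa-like and for all classes together, the number of cyclers is therefore one that arbitrary groupings of the batches reach in 5 or more of 100. For the interaction of *CrebA* in s_LNv-like, 16 of 50 exchanges of LD and DD gave a statistic as large, and for that of *vri* in DN2-like 3. For higher *NPF* the exchanges tested nothing, as the real number was 0 (3 at an unadjusted p under 0.05).

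s_LNv-like had more LD cyclers than any other class. With 1 in 3 of its cells drawn 20 times, 63 cells, the median was 74.5 cyclers (46 to 101), above the 43 of the next class. The number of cells in the class is therefore not the whole cause. LN_ITP-like and LNd_Trissin-like had more UMIs per LD cell, with medians of 29603 and 24657 against 22583 in s_LNv-like, and with 66 and 88 cells had 1 and 6 cyclers, which argues against depth per cell as the whole cause. Other explanations, such as the rhythms themselves, stay open and untested.

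*Pdf* UMIs were found in cells of classes that should lack them, at a mean of 16.6 ± 18.6 TP10K over 36 LD libraries and 11.1 ± 10.7 TP10K over 48 DD libraries. A candidate explanation is *Pdf* RNA of other wells of the same library. Across libraries the *Pdf* level of these cells rose with the *Pdf* UMIs of the *Pdf*-rich cells, with a Spearman correlation of 0.700 in LD (permutation p = 1e-05, the smallest that 100000 permutations give) and 0.480 in DD (permutation p = 0.00077). Libraries of one batch are not independent, so these p-values may overstate the evidence. Within batches the correlation was 0.592 over 33 LD libraries and 0.689 over 48 DD libraries, without a p-value. No biological explanation was tested.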
